# Rapalog resistance is associated with mesenchymal-type changes in Tsc2-null cells

**DOI:** 10.1038/s41598-019-39418-5

**Published:** 2019-02-28

**Authors:** Matthildi Valianou, Natalia Filippidou, Daniel L. Johnson, Peter Vogel, Erik Y. Zhang, Xiaolei Liu, Yiyang Lu, Jane J. Yu, John J. Bissler, Aristotelis Astrinidis

## Abstract

Tuberous Sclerosis Complex (TSC) and Lymphangioleiomyomatosis (LAM) are caused by inactivating mutations in *TSC1* or *TSC2*, leading to mTORC1 hyperactivation. The mTORC1 inhibitors rapamycin and analogs (rapalogs) are approved for treating of TSC and LAM. Due to their cytostatic and not cytocidal action, discontinuation of treatment leads to tumor regrowth and decline in pulmonary function. Therefore, life-long rapalog treatment is proposed for the control of TSC and LAM lesions, which increases the chances for the development of acquired drug resistance. Understanding the signaling perturbations leading to rapalog resistance is critical for the development of better therapeutic strategies. We developed the first Tsc2-null rapamycin-resistant cell line, ELT3-245, which is highly tumorigenic in mice, and refractory to rapamycin treatment. *In vitro* ELT3-245 cells exhibit enhanced anchorage-independent cell survival, resistance to anoikis, and loss of epithelial markers. A key alteration in ELT3-245 is increased β-catenin signaling. We propose that a subset of cells in TSC and LAM lesions have additional signaling aberrations, thus possess the potential to become resistant to rapalogs. Alternatively, when challenged with rapalogs TSC-null cells are reprogrammed to express mesenchymal-like markers. These signaling changes could be further exploited to induce clinically-relevant long-term remissions.

## Introduction

Tuberous Sclerosis Complex (TSC) and sporadic Lymphangioleiomyomatosis (LAM) are tumor suppressor syndromes sharing the same primary genetic and biochemical features; inactivation of the tumor suppressors *TSC1* or *TSC2*, and aberrant regulation of the PI3K/mTOR pathway. TSC affects 1 in 6,000 individuals with no gender, geographic, or racial bias. Sporadic LAM is extremely rare (approximately 1–5 per million) and affects almost exclusively women. Although comprehensive diagnostic criteria have been established for both TSC^1^ and LAM^2,3^, misdiagnosis is common. Pathologically, TSC is characterized by benign hamartomatous outgrowths in various organs. Malignancies are not common in TSC, and their frequency seems to be similar to that in the general population^4,5^. Neuropsychiatric, renal, and pulmonary manifestations are the main contributors of morbidity and/or mortality in TSC^6–8^. LAM is characterized by diffuse infiltration of the lung parenchyma by smooth muscle-like cells, leading to cystic degeneration and lung destruction. Lung transplantation is the only known treatment for LAM, although cases of recurrent LAM after transplantation have been reported. Most TSC cases are caused by loss-of-function mutations in *TSC1* or *TSC2*, with a small percentage of patients with no mutations identified. Sporadic LAM is caused primarily by mutations in *TSC2*, with a few reports of *TSC1* mutations^9,10^. The current model for sporadic LAM disease assumes that TSC-null cells migrate to and proliferate in the lungs in an estrogen-dependent manner^11^. Indeed, circulating LAM cells have been identified in the peripheral blood of patients^12^. However, the lineage and site of origin of these cells remains elusive.

*TSC1* and *TSC2* encode hamartin and tuberin, respectively. These proteins, together with TBC1D7^13^, form a functional complex which possesses GTPase-activating protein activity specifically against the small GTPase Rheb. GTP-bound Rheb is essential for the activation of mTORC1 on the lysosomal membrane in the presence of amino-acids^14^. mTORC1 is a rapamycin-sensitive multimeric protein complex consisting primarily of the S/T kinase mechanistic target of rapamycin (mTOR), raptor, mLST8, DEPTOR and PRAS40. Active mTORC1 positively regulates mRNA translation, ribosome biogenesis, protein synthesis, nucleotide and lipid biosynthesis, and glucose metabolism, whereas it inhibits autophagy and protein turnover (reviewed in^15,16^). Inactivation of hamartin/tuberin, as in TSC and LAM, results in the hyperactivation of mTORC1. mTOR forms a second, distinct and partially rapamycin-insensitive multimeric complex consisting of mTOR, rictor, mLST8, DEPTOR, Protor1/2, and mSin1. mTORC2 is essential for the full activation of AKT, via direct phosphorylation at residue S473. Other proteins downstream of mTORC2 include PKCγ, SGK and FoxO1/3, which regulate the cytoskeleton and cell migration, ion transport and apoptosis. mTORC2 does not seem to be regulated by the hamartin/tuberin complex or by Rheb. However, inactivation of hamartin/tuberin leads to concomitant loss of mTORC2 activity due to p70S6K-mediated inhibition of rictor^17,18^.

The hamartin/tuberin complex is regulated by direct phosphorylation from a plethora of kinases, including AKT, ERK1/2, RSK1, MK2, AMPK, GSK3, IKKβ, CDK1, and PLK1^19,20^. These phosphorylation events are critical for the integration of signals which lead to the regulation of cell growth through mTORC1 and emphasize the redundancy of signaling networks (e.g. growth factor stimulation through AKT, ERK, and RSK1). Recently, it was found that hamartin is a client and co-chaperon of Hsp90^21,22^, a protein that facilitates protein folding.

The identification of mTORC1 hyperactivation as the main and most important biochemical event related to TSC and LAM pathogenesis^23,24^, led to the first clinical trials and regulatory approval of the mTORC1 inhibitors sirolimus (rapamycin) and everolimus (RAD001) for the management of brain, renal and pulmonary manifestations in TSC and LAM^25–28^. However, several discoveries point toward the notion that rapamycin and its analogues (collectively rapalogs) are far from perfect pharmaceuticals for TSC and LAM treatment. First, although the inhibition of mTORC1 signaling may cause a reduction in size of solid proliferative lesions, these lesions remain. The clinical significance of a treatment that causes some shrinkage, but does *not* eliminate the tumor, may be of uncertain value. All *in vivo* and *in vitro* studies unequivocally proved that rapalog monotherapy does not induce apoptosis in cells; rapalogs act primarily as cytostatic drugs and inhibit cell growth and proliferation through cell cycle arrest in G1/S. More importantly, rapalogs re-activate the pro-survival molecule AKT through two negative feedback loops both originating from p70S6K^17,29^. Once active, AKT inhibits the pro-apoptotic FoxO transcription factors^30^. In addition, mTORC1 is a well-established inhibitor of autophagy, a cancer cell survival process, through its direct inhibitory phosphorylation of key autophagy proteins (reviewed in^31^). Second, discontinuation of treatment leads to renal tumor re-growth and decline in pulmonary function even close to baseline values within a year after treatment cessation^25,32,33^. Despite these drawbacks, rapalogs remain the only drugs for the treatment of renal, pulmonary, and brain lesions in TSC and LAM. Since treatment cessation leads to tumor regrowth, current regimens consist of life-long rapalog use. Considering the latter, development of acquired drug resistance is a concern.

Here, we report the development and comprehensive characterization of the first tuberin-null rapamycin-resistant cell line. Key features of these cells are the loss of epithelial markers, the acquisition of mesenchymal characteristics, the aberrant activation of signaling pathways in addition to PI3K/mTOR, and the enhanced tumorigenicity and metastatic potential.

## Results

### Generation of rapamycin-resistant ELT3 cells

Tuberin-null uterine leiomyoma cells (ELT3) derived from an Eker rat are tumorigenic in immunodeficient mice^34^. During the course of ELT3 xenograft studies in CB17/SCID mice, we identified one mouse (#245) bearing a tumor that did not respond to rapamycin treatment (Fig. 1A). Rapamycin plasma concentration was 25 ng/ml three days after final treatment, higher than human therapeutic trough levels (4–20 ng/ml). The tumor was explanted under aseptic conditions, tumor cells were dissociated and used to establish a cell line, termed ELT3-245. The rat origin of ELT3-245 cells and the absence of contaminating mouse cells was confirmed by qPCR using rat- and mouse-specific primers and probes^34^ (data not shown). Morphologically, ELT3-245 cells are more spindle-like (Fig. 1B), compared to parental ELT3 that resemble an epithelioid leiomyoma cell line as originally described^35^. Since mutations in the FKBP12-rapamycin binding (FRB) domain of mTOR are associated with rapamycin resistance in cancer^36^, we performed direct sequencing of exons 41–46 of rat *Frap1* (mTOR), which correspond to the FRB domain. We did not find any mutations in the FRB domain of ELT3-245, compared to ELT3 and to the rat reference genome (data not shown). To validate that ELT3-245 cells are rapamycin-resistant, we studied their response to rapamycin treatment *in vitro* (Figs 1C and S1). Rapamycin treatment of ELT3-245 slowed down but not significantly inhibited their growth over 4 days (0 nM rapamycin: 140,667 ± 14,769, *n* = 3; 100 nM rapamycin: 87,867 ± 21,083, *n* = 3; *P* = 0.1095), contrasting the strong rapamycin-induced inhibition of parental ELT3 cells (0 nM rapamycin: 269,667 ± 37,746, *n* = 3; 100 nM rapamycin: 70,167 ± 21,014, *n* = 3; *P* = 0.0099). Untreated ELT3-245 cells had significantly slower growth rate, compared to parental ELT3 cells (ELT3: 269,667 ± 37,746, *n* = 3; ELT3-245: 140,667 ± 14,769, *n* = 3; *P* = 0.0335), despite the slightly increased levels of PCNA (Fig. S2). Treatment of ELT3-245 cells with 0.2 nM rapamycin for 24 hours led to a reduction of ribosomal protein S6 phosphorylation, but to a lesser extent compared to parental ELT3 (Fig. S2). A time-course study revealed that, upon rapamycin treatment, ELT3-245 cells show significantly delayed dephosphorylation of S6, compared to ELT3 (Figs 1D and S3). Of note, untreated ELT3-245 cells had increased phosphorylation of AKT at S473, a mTORC2 phosphorylation site, compared to parental ELT3 cells.

**Figure 1:**
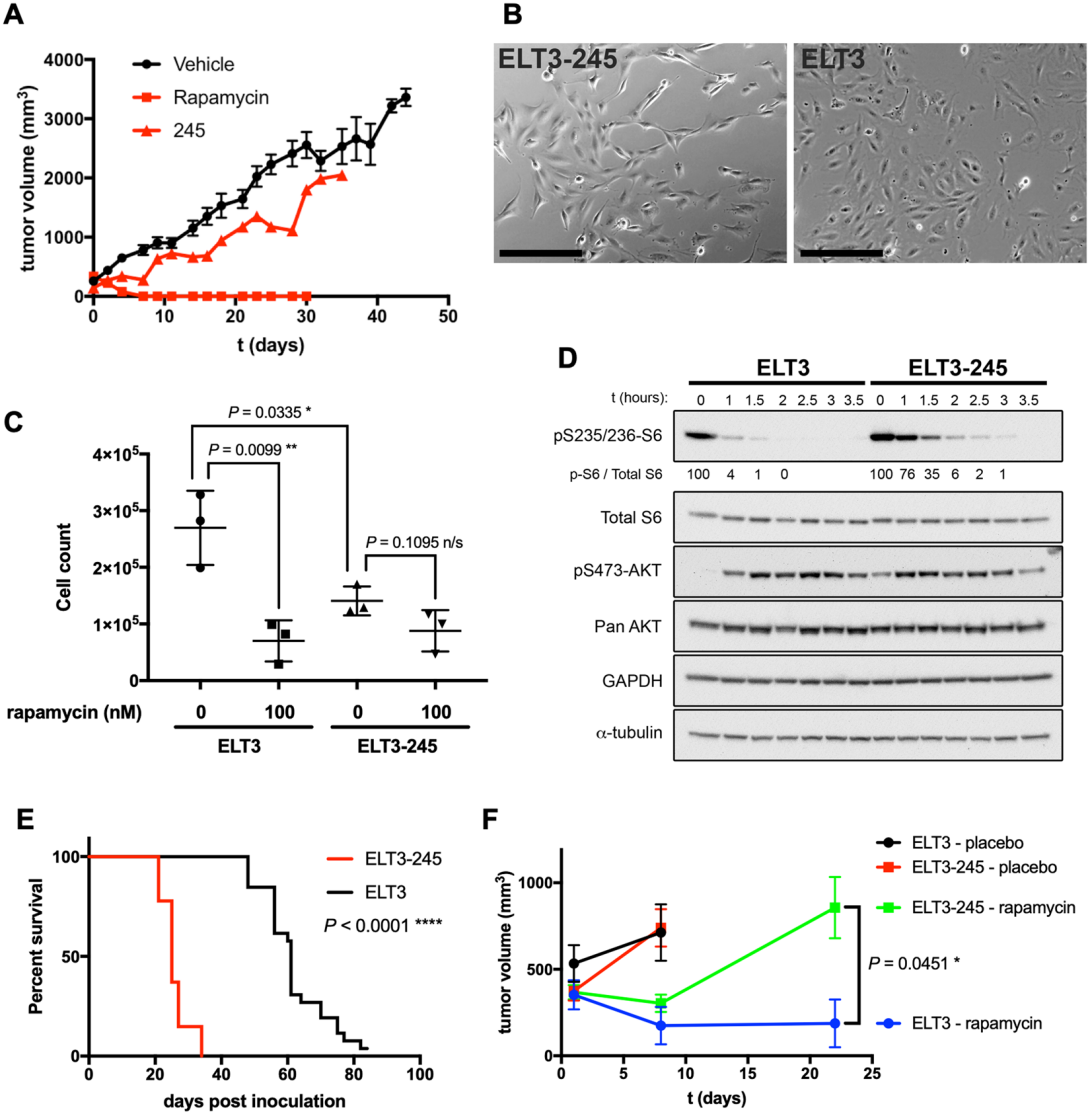
ELT3-245 are resistant to rapamycin. (**A**) Female ovariectomized CB17/SCID mice were inoculated subcutaneously with ELT3 cells. After tumor development, mice were randomized in treatment cohorts of vehicle (*n* = 27, circles, black line), or rapamycin (3 mg/kg ip three times a week, *n* = 19, red lines). A single tumor from mouse #245 in the rapamycin cohort (upward triangles) did not respond to treatment. (**B**) ELT3-245 cells have enhanced spindle-like characteristics, compared to ELT3. Scale is 250 μm. (**C**) Rapamycin has no significant effect on ELT3-245 growth. Equal numbers of ELT3 and ELT3-245 cells (*n* = 3) were cultured for 4 days in the presence of DMSO or rapamycin, and living cells were counted using trypan blue exclusion. (**D**) ELT3-245 cells have delayed dephosphorylation of ribosomal protein S6 upon rapamycin treatment, compared to ELT3. Cells were incubated with 2 nM rapamycin for the indicated time. Ratios of p-S6: Total S6 are normalized to the 0 h time point value within each group. Full-length blots are presented in Supplementary Fig. 3. (**E**) Mice inoculated with ELT3-245 cells develop tumors faster, compared to ELT3. Non-ovariectomized female CB17/SCID mice were inoculated subcutaneously with equal number of ELT3 or ELT3-245 cells (*n* = 26 per group). ELT3 and ELT3-245 tumor-bearing mice were monitored daily for formation of palpable tumors. (**F**) ELT3-245 tumors do not respond to rapamycin treatment *in vivo*. ELT3-245 tumors partially, but not statistically significantly, responded to rapamycin at day 8, however they significantly grew beyond baseline by day 22. ELT3 tumors rapidly responded to rapamycin treatment by day 8, and the response was sustained until day 22. Vehicle-treated tumors exceeded 4,000 mm^3^ before day 22, and mice that reached end-point criteria were removed from the study and euthanized.

Next, we addressed whether ELT3-245 cells are tumorigenic and if they respond to rapamycin *in vivo*. CB17/SCID mice were inoculated bilaterally with equal numbers of ELT3 or ELT3-245 cells and assessed daily for palpable tumors. ELT3-245 cells formed tumors earlier than expected, compared to parental ELT3 cells (Fig. 1E); the tumor-free survival for ELT3-245 and ELT3 was 25 and 61 days, respectively (Log-rank Mantel-Cox and Gehan-Breslow-Wilcoxon *P* < 0.0001). When tumors reached an average volume of ≈400 mm^3^ (ELT3: 472.9 mm^3^ ± 78.91, n = 9; ELT3-245: 370.1 mm^3^ ± 31.93, *n* = 24; *P* = 0.1554), mice were randomized into treatment groups and received either placebo (vehicle ip, 3 times per week) or rapamycin (3 mg/kg ip, 3 times per week). Upon treatment with rapamycin, ELT3-245 tumors partially, but not statistically significantly, responded to treatment at early time points (Figs 1F and S4A); however, by day 22 post-treatment ELT3-245 tumors were significantly larger compared to day 1 (*P* < 0.01, Fig. S4A). More importantly, at day 22 rapamycin-treated ELT3-245 tumors were significantly larger compared to ELT3 tumors (Figs 1F and S4B). Taken together, these data support that ELT3-245 is a truly rapamycin-resistant cell line derived from Tsc2-null precursors.

### Tumorigenic characteristics of ELT3-245

Our xenograft study showed that ELT3-245 have increased tumorigenicity (Fig. 1E), compared to parental ELT3 cells. To explore the potential mechanisms implicated in this phenomenon we conducted anchorage-independent cell growth (soft agar) and cell death (anoikis) assays. First, single-cell suspensions of ELT3 and ELT3-245 cells were embedded in agarose and allowed to form colonies for 2–3 weeks. Particle size analyses revealed that ELT3-245 colonies were significantly bigger than parental ELT3 colonies (ELT3: 1,178,043 μm^3^ ± 24,139, *n* = 2,105; ELT3-245: 2,568,395 μm^3^ ± 92,107, *n* = 1,994; *P* < 0.0001) (Figs 2A and S5). Consistent with ELT3-245 cells being rapamycin-resistant, rapamycin treatment did not cause a significant reduction in colony volume of ELT3-245 cells, compared to cells treated with DMSO (DMSO: 1,968,417 μm^3^ ± 388,787, *n* = 62; rapamycin: 1,699,120 μm^3^ ± 421,817, *n* = 24; *P* > 0.05) (Fig. 2B). Unexpectedly, rapamycin induced a significant *increase* in colony volume of ELT3 cells (DMSO: 635,435 μm^3^ ± 38,104, *n* = 27; rapamycin: 997,478 μm^3^ ± 129,980, *n* = 31; *P* = 0.0148). We analyzed the volume distribution of DMSO- and rapamycin-treated ELT3 colonies and found that 19% of rapamycin-treated ELT3 colonies were bigger than the maximum volume of DMSO-treated ELT3 colonies (Fig. 2C). This top 19% of rapamycin-treated ELT3 colonies were significantly bigger, compared to the bottom 81% of rapamycin-treated ELT3 colonies (ELT3-rapa-19%: 2,181,332 μm^3^ ± 361,144, *n* = 6; ELT3-rapa-81%: 713,353 μm^3^ ± 47,823, *n* = 25; *P* < 0.0001) (Fig. 2D). Most importantly, the top 19% of rapamycin-treated ELT3 colonies did not have significantly different volume, compared to DMSO-treated ELT3-245 (ELT3-rapa-19%: 2,181,332 μm^3^ ± 361,144, *n* = 6; ELT3-245-DMSO: 1,968,417 μm^3^ ± 388,787, *n* = 62; *P* = 0.8666). These data suggest that a subset of ELT3 cells are rapamycin-resistant.

**Figure 2:**
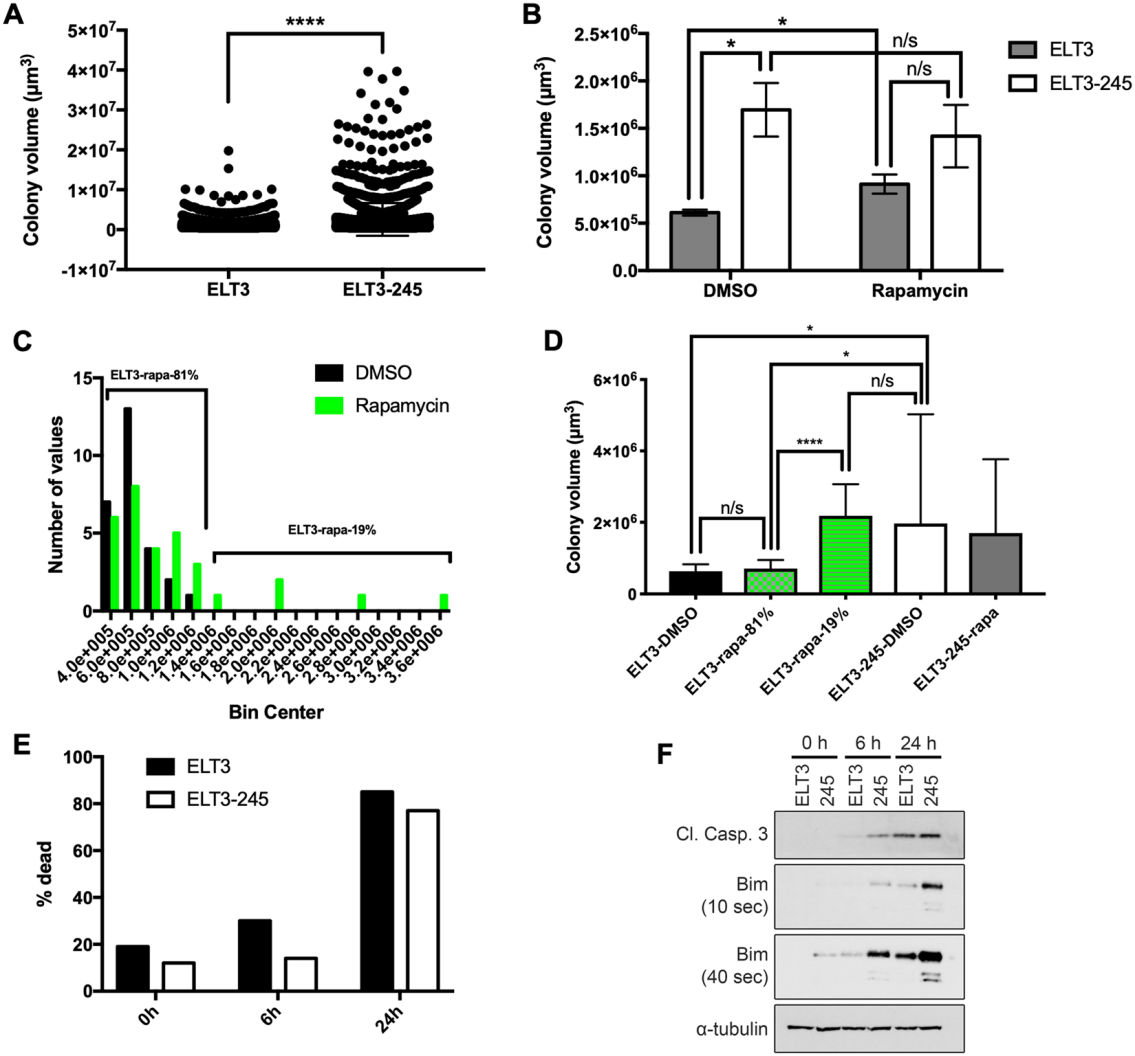
ELT3-245 cells exhibit enhanced anchorage-independent cell growth and resistance to anoikis. (**A**) Automatic particle analysis of colonies from soft agar assay. ELT3-245 cells formed significantly bigger colonies, compared to ELT3 cells (****P < 0.0001). (**B**) 24 hours after plating ELT3 and ELT3-245 cells in soft agar, cultures were continuously treated with 20 nM rapamycin for 3 weeks. Rapamycin treatment did not cause a significant reduction in colony volume in ELT3-245 cells, compared to DMSO. However, rapamycin caused a significant *increase* in colony volume in ELT3 cells (*P = 0.0148). (**C**) A subset of ELT3 cells are rapamycin-resistant. Volume distribution of DMSO- and rapamycin-treated parental ELT3 in soft agar. Approximately 19% of rapamycin-treated ELT3 colonies were bigger than DMSO-treated ELT3 colonies. (**D**) The top 19% of rapamycin-treated ELT3 colonies were significantly bigger, compared to the bottom 81% of rapamycin-treated ELT3 colonies (*P* < 0.0001). The top 19% of rapamycin-treated ELT3 colonies were *not* significantly bigger, compared to DMSO-treated ELT3-245 colonies (*P* > 0.05). (**E**) ELT3 and ELT3-245 cells were grown in non-adherent condition for 6 and 24 hours, harvested and the percentage of dead cells was counted by trypan blue exclusion. 0 h indicates percentage of dead cells immediately after trypsinization and resuspension in growth media. (**F**) Immunoblotting of lysates from cells grown in suspension conditions for 0, 6 and 24 hours from panel E. Full-length blots are presented in Supplementary Fig. 6.

Cancer cells are resistant to anchorage-independent cell death (anoikis). Under detached conditions, ELT3 cells undergo anoikis, while estradiol increases their resistance to anoikis^34^. Since ELT3-245 are more tumorigenic than parental ELT3, we hypothesized that ELT3-245 may be more resistant to anoikis. Parental ELT3 had significantly higher fraction of dead cells at 0 and 6 hours under detached conditions compared to ELT3-245 (ELT3: 0 h = 20%, 6 h = 30%; ELT3-245: 0 h 15%, 6 h 17%) (Fig. 2E). At 24 hours under detached conditions, the difference on cell death between the two cell lines was diminished. Unexpectedly, immunoblotting of lysates from cells under detached conditions showed that ELT3-245 cells have *increased* cleaved caspase 3 and Bim, a pro-apoptotic Bcl-2 family member, compared to parental ELT3 cells (Figs 2F and S6).

### Lung colonization of ELT3-245 cells

Given the increased *in vitro* and *in vivo* tumorigenic potential of ELT3-245 and resistance to anoikis, we examined the lungs of ELT3-245 tumor-bearing mice for metastases. ELT3 cells are known to metastasize into and colonize the lungs of estradiol-supplemented SCID mice^34^. These metastases are usually microscopic, consisting of 10–30 cells, and are dispersed throughout the lung. In ELT3-245 tumor-bearing mice, we observed macroscopic lesions localized primarily in the vascular spaces surrounding the lungs (e.g. pulmonary veins, lymphatics) and the mediastinum (Fig. 3A, panel a), compared to ELT3 cells that localize to the lung parenchyma and alveolar space (Fig. 3A, panel c). Micro-metastasis (small groups of cells) were absent from the lungs of ELT3-245 tumor-bearing mice, but were common in the lungs of ELT3 tumor-bearing mice. Overall, ELT3-245 tumor-bearing mice had increased tumor burden in the lungs, compared to ELT3. ELT3-245 cells are more tightly packed and homogeneous, compared to ELT3 that are more dispersed and heterogeneous with some very anaplastic cells (Fig. S7). Rapamycin almost completely eliminated the hypertrophic and anaplastic cells found in the lung metastases of ELT3 cells (Fig. S7), but had no noticeable effect in the lung tumor burden (Fig. 3A, panel b) or morphology of ELT3-245 cells (Fig. S7). Interestingly, in one mouse treated with rapamycin, ELT3-245 cells seem to invade through the perivascular basal membrane into the lung parenchyma and develop metastases (Fig. 3A, panel b).

**Figure 3:**
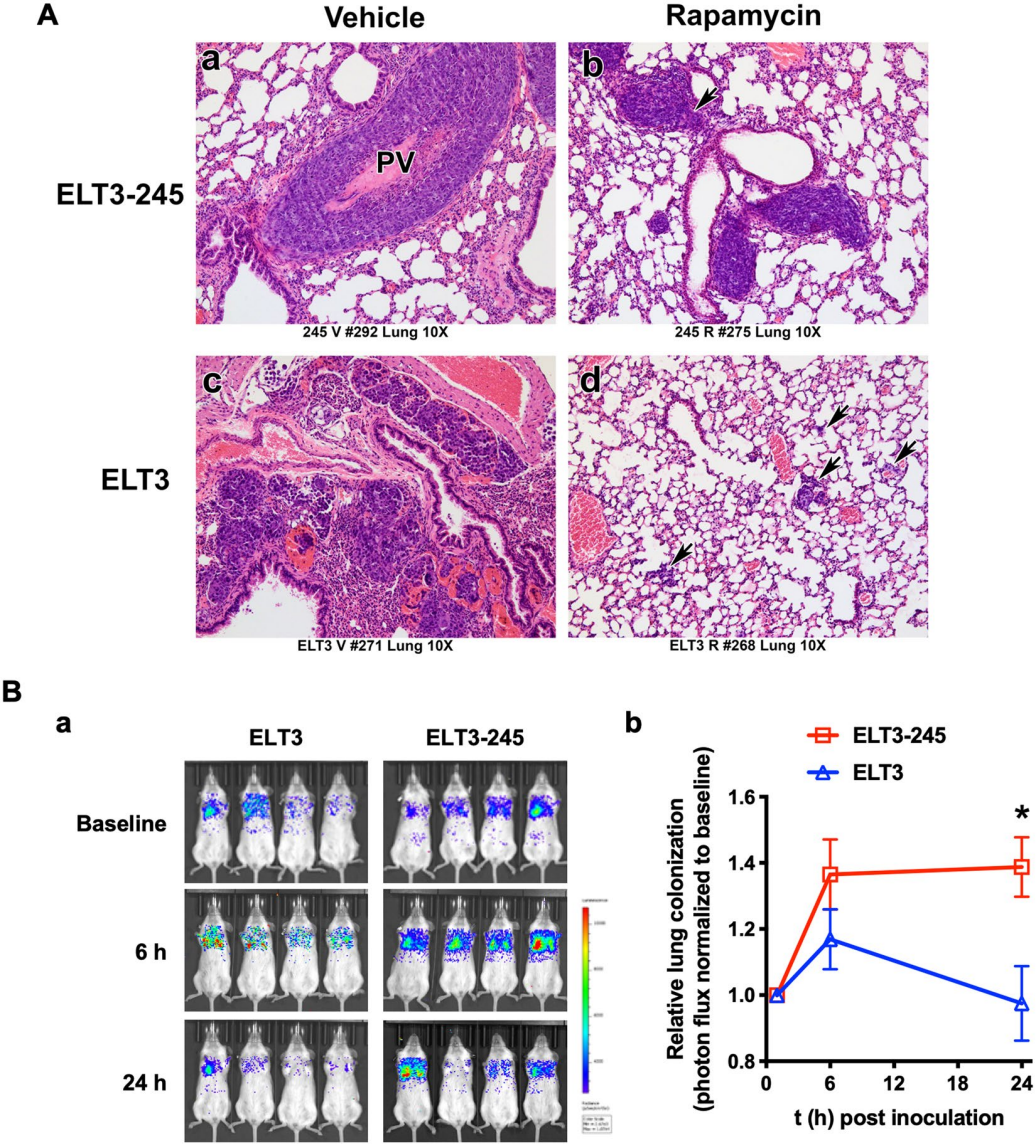
ELT3-245 cells metastasize to the lungs. (**A**) Micrographs (10x objective) of hematoxylin-eosin stained sections from lungs of ELT3-245 (a,b) and ELT3 (c,d) tumor-bearing mice treated with vehicle (a,c) or rapamycin (b,d). PV = pulmonary vein. Arrow in panel b indicates invasion of ELT3-245 cells through basal membrane. Arrows in panel d indicate the location of ELT3 micro-metastases. (**B**) a Bioluminescence images of vehicle-treated SCID mice that were inoculated with 2 × 10^5^ luciferase-expressing ELT3 or ELT3-245 cells pre-treated with DMSO for 16 hours. Mice (n = 4 per group) were imaged at 1 h (baseline), 6 h and 24 h post-inoculation. b Plot of the relative lung colonization (photon flux normalized to baseline) for the mice shown in panel a. *Indicates *P* < 0.05. Error bars are SEM.

Since ELT3-245 cells have a much shorter latency in tumor formation, compared to ELT3 (Fig. 1E), the differences in lung colonization between ELT3 and ELT3-245 cells could reflect differences in the duration of shedding from primary tumor sites. Therefore, we sought to determine the ability of ELT3-245 cells to colonize the lungs immediately after tail-vein injection in SCID mice. Using live bioluminescence imaging, we compared the lung-colonizing capacity between luciferase-expressing ELT3-245 and ELT3 cells^34^, and found that significantly more ELT3-245 cells colonized mouse lungs 24 hours post-inoculation, compared to ELT3 cells (normalized photon flux at 24 h post cell inoculation: ELT3: 0.9747 ± 0.1126, *n* = 4; ELT3-245: 1.3879 ± 0.0904, *n* = 3; *P* = 0.0430; Fig. 3B). Despite ELT3-245 primary tumors being refractory to rapamycin treatment (Fig. 1F), rapamycin significantly reduced the short-term lung colonization by ELT3-245 cells (Fig. S8).

### Mesenchymal characteristics of ELT3-245 cells

Since rapalog resistance has been previously associated with cancer cells undergoing epithelial-to-mesenchymal transition (EMT)^37^, we screened for known epithelial and mesenchymal markers in ELT3 and ELT3-245 cells. Compared to the ELT3 parental cell line, ELT3-245 cells exhibited loss of the tight junctions proteins ZO-1 and Claudin 1, and a decrease in the adherens junctions proteins E-cadherin and β-catenin (Figs 4A, S9 and S2). N-cadherin, a mesenchymal marker, was not detected in ELT3-245 or ELT3 cell lysates. In ELT3-245 cells, rapamycin treatment partially restored the protein levels of ZO-1, β-catenin and E-cadherin, but not Claudin 1. Importantly, in ELT3-245 cells rapamycin failed to decrease Snail, a transcriptional repressor of E-cadherin, consistent with the partial restoration of β-catenin and E-cadherin.

**Figure 4:**
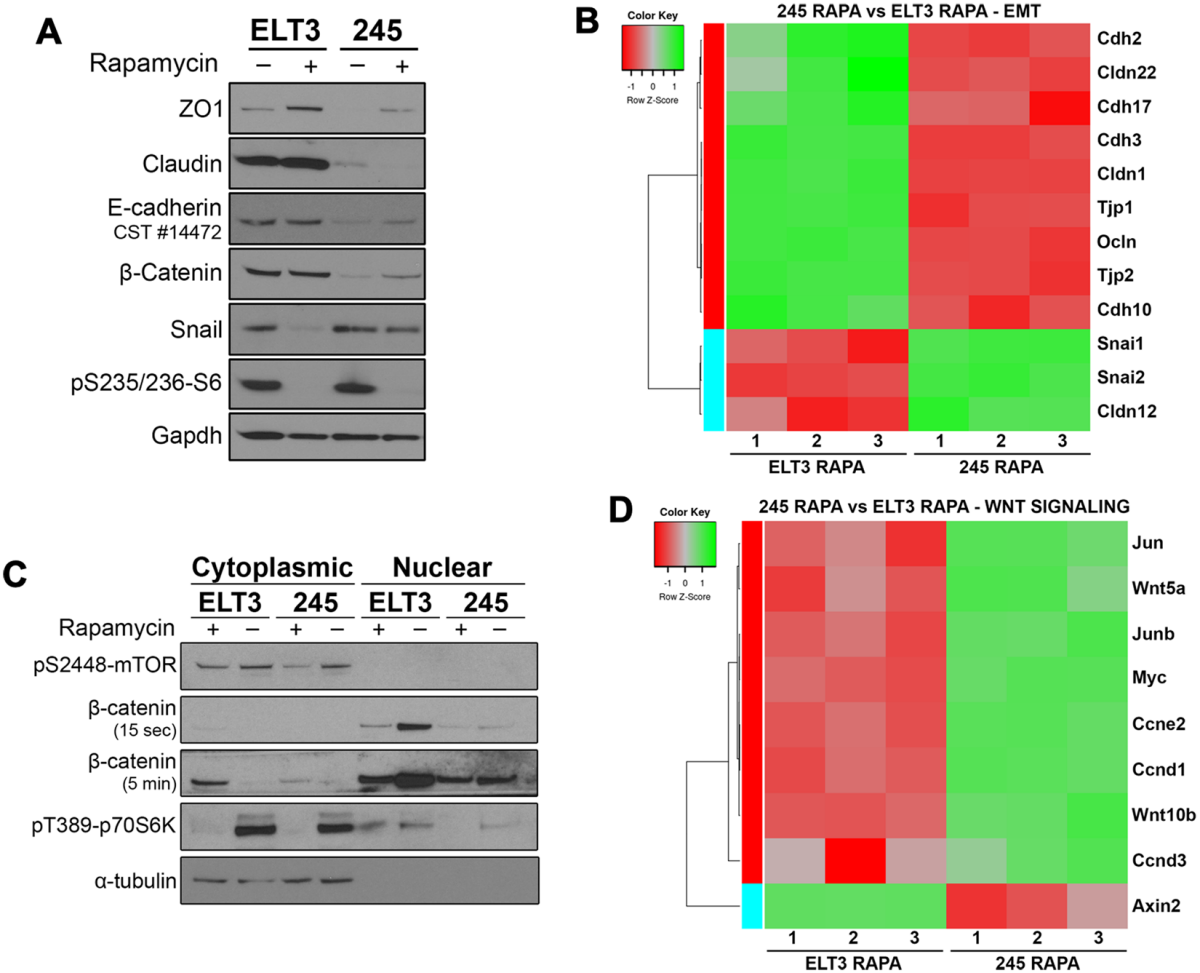
ELT3-245 cells exhibit mesenchymal signaling characteristics. (**A**) EMT marker immunoblotting of ELT3 and ELT3-245 lysates from untreated cells or cells treated with 100 nM rapamycin for 3 days. Full-length blots are presented in Supplementary Fig. 9. (**B**) Heat map of epithelial marker associated genes that were differentially expressed between rapamycin treated ELT3-245, compared to rapamycin treated ELT3. (**C**) Nuclear and cytoplasmic fractions of ELT3 and ELT3-245 cells treated with 100 nM rapamycin (or DMSO) for 3 days were immunoblotted for β-catenin. Full-length blots are presented in Supplementary Fig. 10. (**D**) Heat map of β-catenin target and Wnt signaling genes that were differentially expressed between rapamycin treated ELT3-245, compared to rapamycin treated ELT3.

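The array study set the cell line ELT3 beside its rapamycin-resistant derivative, in DMSO and in rapamycin. ELT3 is a Tsc2-null line from a uterine leiomyoma of the Eker rat. The rapamycin-resistant line, called the resistant line in what follows, was grown from an ELT3 xenograft tumour of a mouse. Each line was treated with DMSO or with 20 nM rapamycin for 24 hours, with 3 replicate samples in each of the 4 groups, which gave 12 arrays. The paper calls them triplicate samples. RNA was hybridised to rat Clariom S arrays, and the authors turned the scans into log2 signals with RMA, which corrects the background, normalizes the arrays to each other and gives 1 signal per probe set. A difference of 1 in these deposited values is a doubling of the signal. The median of an array lay between 6.69 and 6.82, and the values ran from 2.56 to 18.56. Within a group the arrays correlated at 0.9928 to 0.9966 across probe sets, which are not independent of each other. The first principal component, 58.1% of the variance, separated the lines, and the second, 19.3%, separated the treatments. Of the 23188 probe sets, 15053 could be given 1 gene symbol and 8135 stayed unnamed. Chromosomes are those in the probe set names, and no coordinates are given since the genome build behind the array is not given in the sources used here. The groups were compared with limma, which fits all 12 arrays in 1 model and borrows information on the spread between replicates from all probe sets. A gene is called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) and a fold change of at least 1.5. Beside the line difference in each treatment, the model gave the rapamycin response of each line and the difference between these responses (the interaction of line and treatment). Gene lists were tested with camera, which compares a list with all other probe sets at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 26 lists. Camera looks for a shift of the list in 1 direction, in which changes both ways can cancel. A list that did not stand apart may thus still hold many changed genes. The tests, the thresholds, the gene lists and the alternatives were chosen before the data were examined, except where stated. The sample labels describe 10 µl of a 20 mM stock in 10 ml of medium, which would give 20 µM, while the labels and the paper state 20 nM, the dose used here. Only 3 samples per group limit the precision of each value. The p-values weigh a difference against the spread between these replicates. They do not cover the spread between experiments or between resistant lines, since 1 resistant line from 1 tumour was studied. The paper excepts the array study from its statement that in vitro work was done at least 3 times.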

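Claudin 1 is a sealing protein of tight junctions. Its gene, Cldn1 (probe set TC1100000847.rn.2, chromosome 11), had a log2 signal of 14.86 ± 0.18 (SD, n = 3) in rapamycin-treated ELT3 and 9.83 ± 0.03 (SD, n = 3) in the rapamycin-treated resistant line. The log2 difference was -5.04 (standard error 0.11, adjusted p = 3.7e-11 from limma), a signal 32.8-fold lower. In DMSO the difference was -4.57 (standard error 0.11, adjusted p = 5.26e-11 from limma), a signal 23.8-fold lower. Every resistant-line array lay below every ELT3 array in each treatment (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).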

In agreement with the decreased protein levels of Claudin 1 in ELT3-245 lysates, a gene expression array study showed that *Cldn1* expression was 33-fold down-regulated in rapamycin-treated ELT3-245, compared to rapamycin-treated ELT3 (Table 1, Fig. 4B, and Supplementary Data 1). Similarly, expression of *Tjp1* and *Tjp2* (encoding ZO-1 and ZO-2, respectively) was more than 2.7-fold down-regulated in ELT3-245 cells, compared to parental ELT3, consistent with the decreased protein levels of ZO-1. 

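ZO-1 is a scaffold protein that ties claudins and occludin to the actin cytoskeleton. In DMSO, the log2 signal of its gene, Tjp1, was 13.85 ± 0.11 (SD, n = 3) in ELT3 and 12.42 ± 0.16 (SD, n = 3) in the resistant line. Tjp1 was lower in the resistant line by 2.70-fold in DMSO (log2 -1.43, standard error 0.12) and by 3.69-fold in rapamycin (log2 -1.88). The adjusted p-values from limma were 1.56e-06 in DMSO and 1.14e-07 in rapamycin. Tjp1 lies on chromosome 1 (probe set TC0100005689.rn.2).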

Expression of *Ocln* (Occludin) was down-regulated 139-fold in rapamycin-treated ELT3-245, compared to rapamycin-treated ELT3, and down-regulated 35-fold in non-treated ELT3-245, compared to non-treated ELT3. 

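Occludin is a transmembrane protein of tight junctions. The log2 signal of Ocln (probe set TC0200002736.rn.2, chromosome 2) was 11.10 ± 0.02 in DMSO-treated and 12.84 ± 0.17 in rapamycin-treated ELT3, against 5.98 ± 0.42 and 5.72 ± 0.30 in the resistant line (SD, n = 3 each). The line difference was -7.12 on the log2 scale in rapamycin (standard error 0.20, 139-fold, adjusted p = 1.2e-10 from limma) and -5.12 in DMSO (34.8-fold, adjusted p = 1.97e-09). Rapamycin raised Ocln in ELT3 by 1.74 (adjusted p = 6.26e-05), while the change in the resistant line was -0.26 (adjusted p = 0.463). These responses differed by -2.0 (adjusted p = 0.00297 for the interaction in limma), a difference that no longer passed when it was tested against a 1.5-fold change (limma treat, adjusted p = 0.0566). The signal of Ocln in the resistant line lay below the array medians (6.69 to 6.82), where a response is hard to read.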

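Snail and Slug are zinc finger repressors of E-cadherin and other epithelial genes, encoded by Snai1 (chromosome 3) and Snai2 (chromosome 11). Snai1 had a log2 signal of 8.09 ± 0.14 in ELT3 and 9.40 ± 0.09 in the resistant line in DMSO, and 8.54 ± 0.25 and 10.15 ± 0.07 in rapamycin (SD, n = 3 each). Its line difference was 1.31 in DMSO (2.48-fold higher in the resistant line, standard error 0.13, adjusted p = 1.3e-05 from limma) and 1.61 in rapamycin (3.06-fold, adjusted p = 1.93e-06). Snai2 was brighter in both lines, at 11.65 ± 0.08 in ELT3 and 14.43 ± 0.11 in the resistant line in DMSO. Its difference was 2.78 in DMSO (6.87-fold, adjusted p = 2.17e-09) and 2.64 in rapamycin (6.24-fold, adjusted p = 3.29e-09). When each gene's own spread was used in the study's per-gene unequal-variance test, with adjustment over all probe sets, the difference of Snai1 in rapamycin had an adjusted p of 0.0538.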

*Snai1* (Snail) and *Snai2* (Slug) was up-regulated by approximately 3- and 6-fold respectively in rapamycin-treated and non-treated ELT3-245, compared to ELT3. Expression of *Cdh1* (E-cadherin) was not differentially regulated between ELT3-245 and ELT3 cells, both under rapamycin treatment and no treatment conditions. 

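Cdh1 gave a low signal in every group, with a mean over all arrays at percentile 25.9 of all probe sets (probe set TC1900000526.rn.2, chromosome 19). In rapamycin it was 4.98 ± 0.11 in ELT3 and 4.92 ± 0.14 in the resistant line (SD, n = 3 each), a log2 difference of -0.06 (standard error 0.17, adjusted p = 0.855 from limma). In DMSO it was 5.40 ± 0.32 in ELT3 and 4.79 ± 0.26 in the resistant line (SD, n = 3 each). This difference, -0.61, passed both thresholds in limma (standard error 0.17, 1.53-fold lower in the resistant line, adjusted p = 0.0243). The DMSO call ended without ELT3 DMSO replicate 3 (adjusted p = 0.0896), resistant-line DMSO replicate 1 (0.077) or resistant-line DMSO replicate 2 (0.0945), and when limma was fitted to these 2 groups alone (0.0756). The study's per-gene unequal-variance test gave an unadjusted p of 0.0652, and the interaction of 0.55 had an adjusted p of 0.251 in limma.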

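N-cadherin is the cadherin of mesenchymal and neural cells. Its gene, Cdh2 (chromosome 18), had a log2 signal of 5.89 ± 0.29 in ELT3 and 4.47 ± 0.12 in the resistant line in DMSO, and 6.74 ± 0.53 and 4.53 ± 0.11 in rapamycin (SD, n = 3 each). The resistant line lay below ELT3 by 2.67-fold in DMSO (log2 -1.42, standard error 0.23, adjusted p = 0.000574 from limma) and by 4.61-fold in rapamycin (log2 -2.21, adjusted p = 1.28e-05). The mean signal of Cdh2 stood at percentile 33.3 of all probe sets. The study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.0621 in DMSO and 0.1 in rapamycin.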

Interestingly, *Cdh2* (N-cadherin) was down-regulated in ELT3-245 vs ELT3, consistent with our inability to detect N-cadherin in cell lysates using at least two different antibodies (data not shown). 

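Cdh3 (P-cadherin), Cdh10 and Cdh17 (LI-cadherin of the intestinal epithelium) were lower in the resistant line in both treatments. Cdh3, the brightest of them, fell from 15.44 ± 0.12 in ELT3 to 11.87 ± 0.13 in the resistant line in DMSO (SD, n = 3 each), a log2 difference of -3.56 (11.8-fold, adjusted p = 5.13e-10 from limma). In rapamycin the difference of Cdh3 was -3.23 (9.36-fold, adjusted p = 1e-09). Cdh17 differed by -2.34 in DMSO and -1.89 in rapamycin (adjusted p = 2.02e-06 and 1.35e-05). Cdh10 differed by -1.09 and -1.46 (adjusted p = 0.000621 and 4.93e-05) and had a mean signal at percentile 9.18 of all probe sets. For Cdh10 in DMSO the study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.0775.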

Several other cadherin-expressing genes (*Cdh3*, *Cdh10*, *Cdh17*) were also down-regulated in ELT3-245, compared to ELT3. 

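Of 38 measured tight junction genes, 9 were lower and 2 higher in the resistant line in DMSO, and 11 were lower and 2 higher in rapamycin. Adjusted over the list alone, the counts were 9 and 2 in DMSO and 12 and 2 in rapamycin. F11r, which encodes the junctional adhesion molecule JAM-A, fell from 9.71 ± 0.39 in ELT3 to 5.72 ± 0.40 in the resistant line in DMSO (log2 -3.99, adjusted p = 2.58e-06 from limma), and Jam2 was lower by 4.29-fold (log2 -2.10, adjusted p = 6.42e-06). Jam3 and Cldn12 ran the other way, at log2 1.91 and 0.87 (adjusted p = 1.71e-05 and 0.00137). Of 38 genes of adherens junctions, desmosomes and keratins, 12 were lower and 4 higher in DMSO, and 12 were lower and 2 higher in rapamycin (adjusted over the list alone, 12 and 4, then 13 and 2). The keratins Krt14 and Krt8 differed by -4.70 and -3.75 in DMSO, and Pkp2, which encodes the desmosomal protein plakophilin 2, by -4.03 (adjusted p = 4.79e-10, 1.98e-09 and 1.19e-10). Ppl, which encodes periplakin, was higher by 1.68 (adjusted p = 9.82e-07). Camera placed both lists below all other genes. The adjusted p was 0.00303 for tight junctions in DMSO (adjusted p = 0.123 with an estimated correlation) and 0.000124 in rapamycin (0.0358 with an estimated correlation). For the epithelial list it was 0.000526 and 0.000202 (0.0351 and 0.0322 with an estimated correlation). Markers of fibroblasts moved the opposite way in the same cultures, with 6 of 13 higher and 1 lower in the resistant line in DMSO and 6 higher and 0 lower in rapamycin by limma, where 2 had an unadjusted p under 0.05 and a negative change (camera adjusted p = 0.00172 and 0.00241, and 0.0373 and 0.0358 with an estimated correlation). Lum, which encodes the collagen-binding proteoglycan lumican, rose from 4.40 ± 0.58 in ELT3 to 10.86 ± 0.15 in the resistant line, and Dcn (decorin) from 6.47 ± 0.47 to 12.39 ± 0.04, both in DMSO (SD, n = 3 each). The paper reasons from the lower mRNA of junction genes, together with the lower junction proteins on its immunoblots (Fig. 4A), to its conclusion on the junctions of the resistant line.

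**Figure D1:**
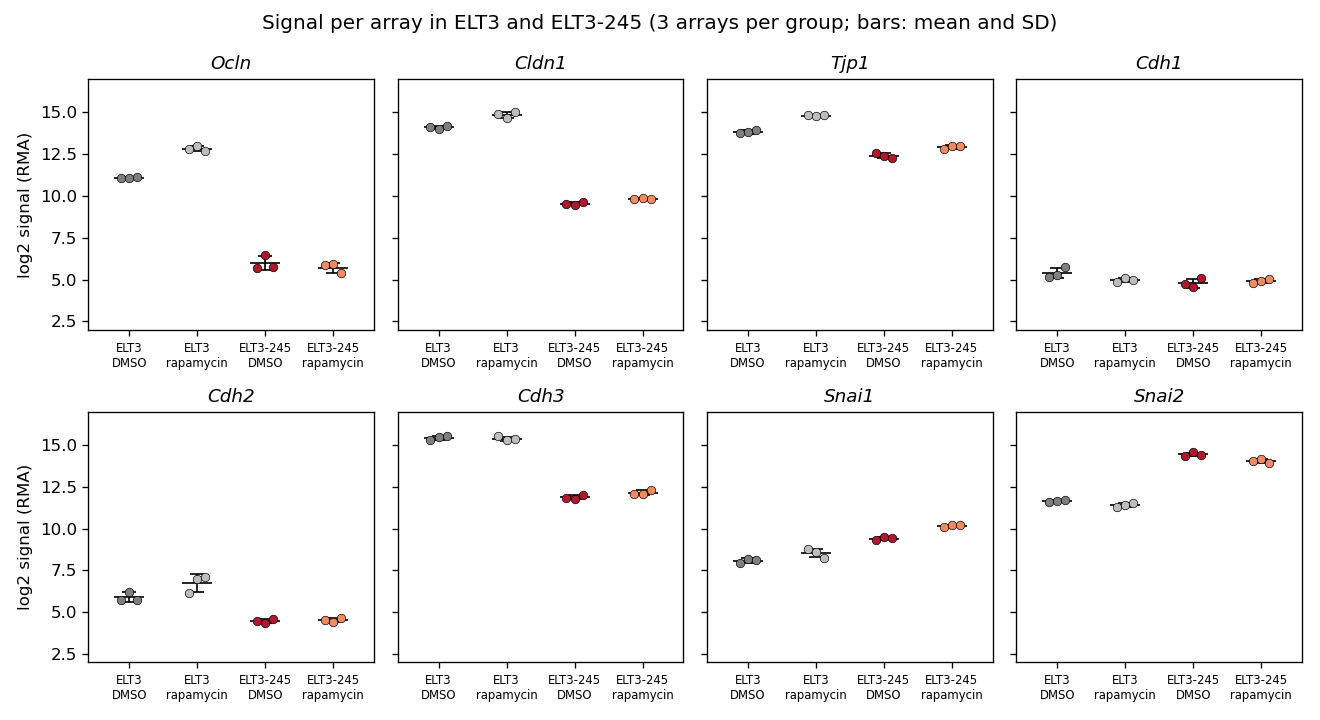
Each point is the log2 signal (RMA, vertical axis) of 1 array, and the horizontal axis gives the 4 groups of line and treatment. The bars are the mean and SD of 3 arrays. Ocln, Cldn1, Tjp1, Cdh2 and Cdh3 lie lower and Snai1 and Snai2 higher in the resistant line, while Cdh1 stays near 5 in all groups (means from 4.79 to 5.40).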

Taken together, these data confirm that ELT3-245 cells have loss of multiple tight junctions and adherens junctions proteins.

**Table 1:** Expression of EMT genes (A), β-catenin target genes and Wnt/β-catenin signaling pathway genes (B), and ErbB signaling, ECM-receptor interaction signaling and VEGF genes.

Gene	Protein		DMSO			Rapamycin		
			FC	Regulation	*P*	FC	Regulation	*P*
**(A) EMT genes**								
***Snai1***	**Snail**		**2.48**	**UP**	**0.0004**	**3.06**	**UP**	**0.0053**
***Snai2***	**Slug**		**6.87**	**UP**	**1.35E-05**	**6.24**	**UP**	**1.00E-05**
***Ocln***	**Occludin**		**34.83**	**DOWN**	**0.0022**	**139.31**	**DOWN**	**3.02E-05**
***Tjp1***	**ZO-1**		**2.70**	**DOWN**	**0.0004**	**3.69**	**DOWN**	**0.0007**
***Tjp2***	**ZO-2**		**3.85**	**DOWN**	**0.0002**	**3.73**	**DOWN**	**0.0002**
***Cldn1***	**Claudin 1**		**23.75**	**DOWN**	**4.69E-07**	**32.80**	**DOWN**	**0.0003**
***Cldn12***	**Claudin 12**		**1.83**	**UP**	**0.0204**	**2.18**	**UP**	**0.0067**
*Cldn22*	Claudin 22		1.11	DOWN	n/s	**1.50**	**DOWN**	**0.0384**
*Cdh1*	E-cadherin		1.53	UP	n/s	1.04	DOWN	n/s
***Cdh2***	**N-Cadherin**		**2.67**	**DOWN**	**0.0068**	**4.61**	**DOWN**	**0.0157**
***Cdh3***	**P-cadherin**		**11.81**	**DOWN**	**4.14E-06**	**9.36**	**DOWN**	**6.39E-06**
***Cdh10***	**Cadherin 10**		**2.12**	**DOWN**	**0.0102**	**2.75**	**DOWN**	**0.0004**
***Cdh17***	**Cadherin 17**		**5.06**	**DOWN**	**3.69E-05**	**3.71**	**DOWN**	**0.0042**
**(B) β-catenin target genes and Wnt/β-catenin signaling pathway genes**								
***Axin2***	**Axin 2**		**5.32**	**DOWN**	**0.0017**	**2.39**	**DOWN**	**0.0271**
***Jun***	**c-jun**		**3.35**	**UP**	**0.0030**	**3.99**	**UP**	**0.0110**
***Junb***	**Jun B Proto-Oncogene (AP-1 transcription factor)**		**10.88**	**UP**	**0.0002**	**13.64**	**UP**	**0.0007**
***Myc***	**c-myc**		**1.74**	**UP**	**0.0121**	**2.55**	**UP**	**0.0003**
*Ccnd1*	Cyclin D1		1.10	UP	n/s	**1.75**	**UP**	**0.0007**
*Ccnd3*	Cyclin D3		1.25	UP	0.0017	**1.69**	**UP**	**0.0019**
*Ccne1*	Cyclin E1		**1.75**	**DOWN**	**0.0073**	1.19	DOWN	0.0252
*Ccne2*	Cyclin E2		1.03	UP	n/s	**1.59**	**UP**	**0.0008**
*Wnt10b*	Wnt Family Member 10B		1.30	UP	n/s	**2.21**	**UP**	**0.0003**
*Wnt5a*	Wnt Family Member 5 A		1.99	UP	n/s	**1.88**	**UP**	**0.0049**
**(C) ErbB and ECM-receptor interaction signaling pathways genes**								
*Egfr*		Epidermal Growth Factor Receptor	1.456	UP	n/s	**2.13**	**UP**	**0.0246**
*Map2k2*		MAP kinase kinase 2	1.04	UP	n/s	**1.55**	**DOWN**	**0.0072**
*Mapk3*		p44 MAPK	1.44	DOWN	0.0075	**2.29**	**DOWN**	**0.0001**
*Pik3r3*		PI3K regulatory subunit γ	1.34	UP	n/s	**1.87**	**DOWN**	**0.0052**
*Akt2*		AKT Serine/Threonine Kinase 2	1.38	UP	0.0188	**1.52**	**UP**	**0.0048**
*Akt3*		AKT Serine/Threonine Kinase 3	2.02	DOWN	n/s	**1.95**	**DOWN**	**0.0031**
*Itgav*		Integrin αV	1.46	DOWN	0.0158	**1.94**	**DOWN**	**0.0005**
***Itgb3***		**Integrin β3**	**3.57**	**DOWN**	**0.0090**	**5.10**	**DOWN**	**0.0005**
*Itgb5*		Integrin β5	1.44	DOWN	2.12E-05	**1.68**	**DOWN**	**0.0009**

Genes that are differentially regulated under both control (DMSO) and rapamycin (20 nM for 24 hours) conditions are shown in bold. FC is the fold-change in ELT3-245 vs ELT3 cells. 

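Supplementary Data 1 to 3 hold 33 genes, those of Table 1 and Cldn10. Of these, 7 were higher and 13 lower in the resistant line in DMSO by limma, and 13 higher and 17 lower in rapamycin, a list that the study chose on these arrays and thus no independent evidence of direction. The interaction of line and treatment was called for genes that included Ocln, Axin2, Ccnd1, Ccne2, Wnt10b, Mapk3 and Pik3r3. The p-values of Supplementary Data 1 to 3 could be recomputed from the deposited log2 values with an unequal-variance test on each probe set by itself, within a relative difference of 3.31e-06 over 33 genes. The FDR values in those tables equal a Benjamini-Hochberg adjustment over 5918 probe sets in DMSO and 5923 in rapamycin, which are the probe sets whose unadjusted p lay under 0.05. By this per-gene test, 3210 probe sets had an unadjusted p under 0.05 and at least a 1.5-fold change in DMSO and 3473 in rapamycin. With adjustment over all 23188 probe sets, 1700 and 1771 remained past both thresholds.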

The *P* value was calculated from gene expression data of triplicate samples. n/s indicates *P* ≥ 0.05. Complete gene expression data can be found in Supplemental Information.

β-catenin is regulated by GSK3β-dependent phosphorylation, which targets it for ubiquitination and eventual proteasomal degradation. When the Wnt/Frizzled/GSK3β signaling pathway is activated, β-catenin is stabilized and translocated to the nucleus where it complexes with additional transcriptional factors to regulate gene expression. To examine the translocation of β-catenin in the nucleus, we performed nuclear and cytoplasmic fractionation from ELT3 and ELT3-245 cells, in the absence and presence of rapamycin. Rapamycin decreased β-catenin in the nuclear fraction of ELT3 cells, compared to control-treated cells, and increased β-catenin in the cytoplasmic fraction (Figs 4C and S10), suggesting that rapamycin prevents β-catenin nuclear translocation and/or promotes its cytoplasmic retention. In contrast to ELT3, in ELT3-245 cells β-catenin nuclear levels did *not* change in the presence of rapamycin. Several β-catenin target genes were up-regulated in ELT3-245 cells in our gene expression array data, including *Jun* (c-jun), *Junb* (JunB proto-oncogene, or transcription factor AP-1), and *Myc* (c-myc), both in no treatment and rapamycin treatment conditions (Table 1, Fig. 4D, and Supplementary Data 2). 

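Jun and Junb encode subunits of the AP-1 transcription factor, and Myc encodes a driver of growth and ribosome production. Junb showed the largest difference of the 3, from 9.83 ± 0.25 in ELT3 to 13.28 ± 0.14 in the resistant line in DMSO and from 11.20 ± 0.46 to 14.97 ± 0.28 in rapamycin (log2 signal, SD, n = 3 each). Its line difference was 3.44 in DMSO and 3.77 in rapamycin (10.9-fold and 13.6-fold, adjusted p = 1.61e-07 and 6.68e-08 from limma). Jun was higher by 1.75 and 2.00 (3.35-fold and 3.99-fold, standard error 0.21, adjusted p = 4.91e-05 and 1.44e-05), and Myc by 0.80 and 1.35 (1.74-fold and 2.55-fold, standard error 0.14, adjusted p = 0.0011 and 1.37e-05). Of 30 immediate early genes, 8 were higher and 6 lower in the resistant line in DMSO (10 and 6 adjusted over the list alone), and 10 were higher and 4 lower in rapamycin (10 and 4 adjusted over the list alone). Nr4a3, an orphan nuclear receptor, was higher by 2.79 in DMSO, and Ier3 and Jund were lower by 5.18-fold and 2.61-fold (adjusted p = 4e-07, 1.81e-07 and 7.94e-06). As a group these genes did not stand apart in DMSO (camera adjusted p = 0.644) and stood higher in rapamycin (adjusted p = 0.03, and adjusted p = 0.341 with an estimated correlation). The study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.0807 for Jun in rapamycin and 0.0856 for Myc in DMSO.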

*Ccnd1*, *Ccnd3*, and *Ccne2* (encoding Cyclins D1, D3 and E2, respectively) were also up-regulated in ELT3-245, compared to parental ELT3, but only under rapamycin treatment conditions. 

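Cyclin D1 and D3 drive entry into the cell cycle and cyclin E2 the start of DNA replication. In rapamycin, Ccnd1 stood at 13.48 ± 0.07 in ELT3 and 14.29 ± 0.03 in the resistant line, Ccnd3 at 14.34 ± 0.08 and 15.10 ± 0.02, and Ccne2 at 13.48 ± 0.06 and 14.15 ± 0.03 (log2 signal, SD, n = 3 each). The resistant line was higher by 0.80, 0.76 and 0.67, or 1.75-, 1.69- and 1.59-fold (adjusted p = 3.59e-05, 5.46e-05 and 0.00016 from limma). In DMSO the differences were 0.14 for Ccnd1, 0.32 for Ccnd3 and 0.04 for Ccne2 (adjusted p = 0.361, 0.0254 and 0.806). Ccne1, which encodes cyclin E1, was lower by 1.75-fold in DMSO (log2 -0.81, adjusted p = 0.000576). The responses to rapamycin differed between the lines by 0.67 for Ccnd1 and 0.63 for Ccne2 (adjusted p = 0.0166 and 0.0214 for the interaction), and by 0.44 for Ccnd3, which did not pass (adjusted p = 0.0882). Rapamycin raised Ccnd1 in the resistant line by 0.97 (adjusted p = 2.32e-05) and lowered Ccnd3 in ELT3, where it fell by 0.61 (adjusted p = 0.000419), but by less than 1.5-fold without ELT3 DMSO replicate 2 (log2 -0.58) or ELT3 rapamycin replicate 1 (-0.56). The interaction of Ccne2 had an adjusted p of 0.0545 without ELT3 DMSO replicate 1, 0.0548 without resistant-line DMSO replicate 1, 0.0546 without resistant-line rapamycin replicate 1 and 0.0558 without resistant-line rapamycin replicate 2, and its size fell under 1.5-fold after quantile normalization (log2 0.57).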

Integrated pathway analysis confirmed differential regulation of the Wnt signaling pathway in rapamycin-treated ELT3-245 cells, compared to parental ELT3 (Fig. S11).

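Of 25 textbook target genes of Wnt and β-catenin, 8 were higher and 5 lower in the rapamycin-treated resistant line, and 6 and 5 in DMSO, with the same counts adjusted over the list alone. Nkd1 and Fosl1 were among those higher in rapamycin, by 1.78 and 1.36 on the log2 scale (adjusted p = 4.08e-05 and 1.69e-06 from limma). Lef1, a transcription factor of the pathway, and Ccn4 were lower by 4.65-fold and 3.64-fold (log2 -2.22 and -1.86, adjusted p = 2.53e-06 and 7.51e-08). Of 43 Wnt ligands, receptors and antagonists, 6 were higher and 7 lower in each treatment, again with the same counts adjusted over the list alone. The secreted antagonist Sfrp2, the co-receptor Lrp5 and the receptor Ror2 were higher in rapamycin by 4.63, 3.84 and 3.21 (adjusted p = 6.6e-11, 6.73e-09 and 7.83e-10), and Wnt10b, which gave a low signal in every group (mean at percentile 24.9 of all probe sets), by 1.14 (adjusted p = 1.97e-05). Rspo1 and the receptor gene Fzd6 were lower (log2 -2.06 and -1.81, adjusted p = 1.98e-08 and 1.95e-08). Neither list was shifted in 1 direction as a group against all other genes, which is what camera tests. Over all probe sets, 16.8% were called in rapamycin and 14.9% in DMSO. The shares called in the lists, with changes both ways, were not tested against these. The adjusted p from camera was 0.172 for the targets and 0.31 for the ligands and receptors in rapamycin, and 0.644 for each in DMSO. In rapamycin the ligand list had a median of -0.07 and a mean of 0.02, which differ in sign. Of the 10 genes that the study chose for Table 1B, 8 were higher and 1 lower in rapamycin, and 4 and 2 in DMSO, also adjusted over the list alone. The choice was made on these arrays, which leaves these counts no independent evidence. Pathways as a whole were scored in the paper with commercial software, which was not used here.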

To validate the gene expression array findings, we performed independent experiments to assess relative gene expression by RT-qPCR. Expression of several target genes were up-regulated in ELT3-245 cells, compared to ELT3, including *Egfr*, *Myc*, *Jun*, *Snai1*, *Snai2*, and *Mmp2* (Fig. 5A) in both rapamycin-treated and control cultures. *Ocln* and *Cldn1* were down-regulated in ELT3-245 cells, compared to ELT3. These results are in agreement with the gene expression array data (Table 1). 

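On the arrays, Egfr (chromosome 14), which encodes the epidermal growth factor receptor, stood at 5.71 ± 0.29 in ELT3 and 6.25 ± 0.58 in the resistant line in DMSO (log2 signal, SD, n = 3 each). This difference of 0.54 did not pass the test (standard error 0.26, adjusted p = 0.18 from limma). Without resistant-line DMSO replicate 3 it was 0.82 and passed (adjusted p = 0.0406).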

*Axin2* expression was significantly upregulated (FC > 1.5) under rapamycin treatment in ELT3-245 cells, compared to ELT3 (Fig. 5A); however, *Axin2* expression was *not* significantly changed (0.5 < FC < 1.5) in control ELT3-245 cells, which contrasted array data. 

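Axin2 is a negative regulator and a transcriptional target of Wnt signaling. On the arrays it was lower in the resistant line in both treatments, at 9.45 ± 0.02 in ELT3 and 7.04 ± 0.18 in the resistant line in DMSO and at 9.86 ± 0.01 and 8.60 ± 0.37 in rapamycin (log2 signal, SD, n = 3 each; chromosome 10). The difference was -2.41 in DMSO (5.32-fold, adjusted p = 2.47e-07 from limma) and -1.26 in rapamycin (2.39-fold, adjusted p = 8.66e-05). Rapamycin raised Axin2 in the resistant line by 1.56 (adjusted p = 4.29e-05), while the change in ELT3 was 0.41 (adjusted p = 0.0902), and the responses differed by 1.15 (adjusted p = 0.017 for the interaction). The study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.137 for the difference in rapamycin. The paper's RT-qPCR came from separate experiments.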

The FC values for *Axin2* between rapamycin- and control-treated cells were statistically significantly different. The FC values for *Myc* expression (ELT3-245 vs ELT3) under rapamycin treatment were higher, but not statistically significantly different, than the corresponding FC values under no-treatment conditions. When studying the effect of rapamycin treatment on expression of these nine genes (Fig. 5B), we observed that rapamycin treatment significantly increased *Myc, Ocln, and Axin2* expression in ELT3-245 cells (FC > 1.5). In ELT3 cells rapamycin had no effect on expression of *Myc* and *Axin2* in ELT3 cells (0.5 < FC < 1.5), and had a marginal effect on expression of *Ocln*.

**Figure 5:**
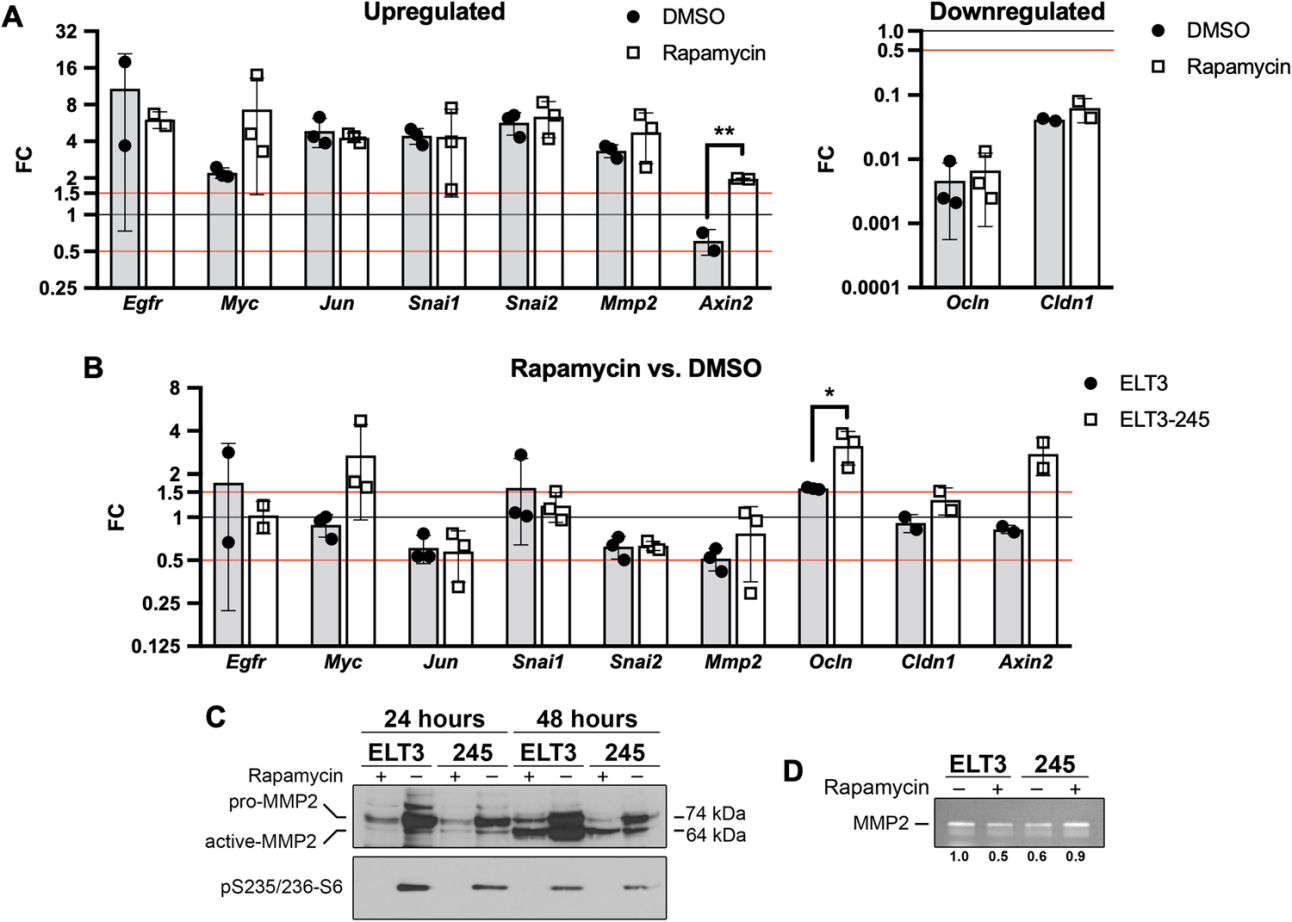
Gene expression changes associated with ELT3-245 cells. (**A**) Gene expression analysis of upregulated (left) and downregulated (right) genes in ELT3-245 cells vs ELT3 cells under vehicle treatment (DMSO, gray bars, closed circles) or rapamycin treatment (20 nM for 24 hours, white bars, open squares). The 0.5 < FC < 1.5 thresholds for significant gene expression differences are indicated with red horizontal lines. (**B**) Effect of rapamycin treatment vs DMSO treatment on gene expression in ELT3 (gray bars, closed circles) and ELT3-245 cells (white bars, open squares). (**C**,**D**) ELT3 and ELT3-245 cells were cultured in serum-free media for 24 or 48 hours, in the presence of 100 nM rapamycin (or DMSO). (**C**) Lysates were immunoblotted for MMP2. Full-length blots are presented in Supplementary Fig. 13. (**D**) Media from cell cultures were collected and analyzed by zymography for MMP2 activity. Numbers below the zymogram gels show relative activity of MMP2 compared to DMSO-treated ELT3 cells. Full-length gel is presented in Supplementary Fig. 14.

Increased MMP2 and MMP9 were previously shown to be most relevant with LAM pathology in animal models and human specimens^38,39^. 

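MMP2 is a gelatinase that degrades type IV collagen. Mmp2 (chromosome 19) was among the brightest genes on the arrays, at 15.69 ± 0.07 in ELT3 and 16.47 ± 0.07 in the resistant line in DMSO and at 15.54 ± 0.04 and 16.14 ± 0.12 in rapamycin (log2 signal, SD, n = 3 each). The resistant line lay above ELT3 by 0.78 in DMSO (1.72-fold, standard error 0.10, adjusted p = 9.39e-05 from limma) and by 0.59 in rapamycin (1.51-fold, adjusted p = 0.000756), just past the 1.5-fold threshold. Of 25 matrix metalloproteinase, TIMP and related genes, 6 were higher and 5 lower in the resistant line in DMSO, and 2 higher and 5 lower in rapamycin, the same counts as when adjusted over the list alone. Mmp3 and Mmp19 were higher in DMSO (log2 1.11 and 1.06, adjusted p = 0.00541 and 0.000359), and the inhibitor genes Timp4 and Timp3 were lower (log2 -3.94 and -1.97, adjusted p = 1.93e-08 and 7.5e-06). The group did not stand apart (camera adjusted p = 0.983 in DMSO, where its mean was -0.08 against a median of 0.03, and 0.172 in rapamycin). In rapamycin, the difference of Mmp2 fell under 1.5-fold without ELT3 rapamycin replicate 3 (log2 0.57), without resistant-line rapamycin replicate 1 (0.53) and after quantile normalization (0.57), and its adjusted p was 0.069 in the study's per-gene unequal-variance test over all probe sets.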

*Mmp2* expression was up-regulated in ELT3-245 cells, compared to ELT3 (Figs 3A, 5A and S12). 

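MMP9 is the other gelatinase. Mmp9 gave a low signal, at 5.07 ± 0.16 in ELT3 and 5.10 ± 0.27 in the resistant line in DMSO and 5.09 ± 0.05 and 4.94 ± 0.23 in rapamycin (log2, SD, n = 3 each). The line difference was 0.03 in DMSO (95% interval -0.31 to 0.37) and -0.15 in rapamycin (95% interval -0.50 to 0.19), with adjusted p-values of 0.928 and 0.547 from limma. Its mean signal stood at percentile 26.6 of all probe sets.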

*Mmp9* was not among the differentially expressed matrix metalloproteinase genes. *Mmp15*, which was also upregulated in ELT3-245 (Fig. S12), was previously reported to be upregulated in Tsc2-null cells in a rapamycin-insensitive manner^40^. 

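Mmp15 encodes a membrane-bound metalloproteinase (MT2-MMP). Its log2 signal was 7.40 ± 0.28 in ELT3 and 9.26 ± 0.31 in the resistant line in DMSO, and 7.10 ± 0.19 and 8.49 ± 0.09 in rapamycin (SD, n = 3 each; chromosome 19). The resistant line was higher by 3.63-fold in DMSO (log2 1.86, standard error 0.18, adjusted p = 7.16e-06 from limma) and by 2.61-fold in rapamycin (log2 1.39, adjusted p = 8.93e-05).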

We analyzed MMP2 protein levels and activity and found that the active MMP2 (64 kDa) protein levels were increased during 48-hour serum starvation both in ELT3 and ELT3-245 cells (Figs 5C and S13), compared to 24-hour serum starvation. At the 48-hour time-point rapamycin (100 nM) decreased active-MMP2 only in ELT3 cells. Rapamycin treatment had no effect in active-MMP2 levels in the ELT3-245 cells. Next, we studied MMP2 gelatinase activity in serum-free culture media from ELT3 and ELT3-245 cells in the presence or absence of 100 nM rapamycin for 48 hours. Consistent with a decrease of active-MMP2 in ELT3 cells caused by rapamycin (Fig. 5C), MMP2 activity was significantly inhibited in media from rapamycin-treated ELT3 (Figs 5D and S14). In contrast, rapamycin did not decrease MMP2 activity in media from ELT3-245 cultures. In the contrary, MMP2 activity was slightly, but notably, increased in rapamycin-treated ELT3-245. Untreated ELT3-245 cells had lower active-MMP2 protein levels (Fig. 5C) and lower MMP2 gelatinase activity (Fig. 5D) compared to untreated ELT3.

Taken together, these results are in line with a role of β-catenin in the transcriptional regulation of tumorigenic signaling molecules and, most importantly, the differential effect of rapamycin in nuclear β-catenin translocation and activity in the rapamycin-resistant ELT3-245 cells, compared to ELT3.

### ErbB and Extracellular Matrix (ECM)-receptor interaction signaling pathways are differentially regulated in ELT3-245 cells

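Across the arrays, 1693 probe sets were higher and 1752 lower in the resistant line than in ELT3 in DMSO, and 2054 were higher and 1836 lower in rapamycin. Of these, 1073 were higher and 1150 lower in both treatments, against 150.0 and 138.7 for independent lists, and 15 were called in opposite directions. The line differences in DMSO and rapamycin correlated at r = 0.836 across probe sets, which are not independent replicates. Of 63 genes of ErbB signaling, 10 were higher and 11 lower in the resistant line in rapamycin, and 6 and 9 in DMSO, unchanged when adjusted over the list alone. The EGFR ligand genes Areg and Ereg were higher in rapamycin (log2 1.85 and 1.22, adjusted p = 0.000104 and 0.000541 from limma), as was Pik3r1 (1.78, adjusted p = 7.17e-07), while Pik3cd, Map2k1 and Nrg1 were lower (-2.53, -1.44 and -1.19, adjusted p = 4.46e-08, 2.73e-06 and 0.000223). Of 35 extracellular matrix ligands and matrix receptors other than integrins, 7 were higher and 5 lower in rapamycin, and 5 and 6 in DMSO, also when adjusted over the list alone. The thrombospondin genes Thbs2 and Thbs4 were higher by 10.56 and 7.01 in rapamycin, and the laminin genes Lamb3 and Lama5 lower (log2 -3.12 and -2.69), as was Tnc, which encodes tenascin C (-4.08; adjusted p = 3.56e-11, 2.76e-10, 2.44e-08, 9.54e-08 and 1.47e-07). Camera found neither list shifted in 1 direction from all other genes, a test in which changes both ways can cancel. Over all probe sets, 16.8% were called in rapamycin and 14.9% in DMSO, and the shares called in the lists were not tested against these. Its adjusted p for ErbB signaling was 0.983 in DMSO and 0.913 in rapamycin, and for the matrix list 0.804 and 0.881. The ErbB medians (0.06 and 0.01) and means (-0.01 and -0.04) differ in sign, and so do the matrix medians (-0.04 and -0.03) and means (0.18 and 0.28).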

Analysis for differentially regulated pathways between ELT3-245 and ELT3 cells, showed up-regulation of key signaling pathways contributing to metastasis and tumorigenesis in cancer, including ErbB and ECM-receptor interaction. The ErbB signaling pathway was differentially regulated only in the presence of rapamycin (Table 1, Figs S15 and S16, Supplementary Data 3). 

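The ErbB genes Pik3r3 and Mapk3 had rapamycin responses that differed between the lines. Rapamycin raised Pik3r3 in ELT3 by 0.78 (adjusted p = 0.00201 from limma), while the change in the resistant line was -0.55, under 1.5-fold, and the interaction was -1.33 (adjusted p = 0.00507). For Mapk3 the changes were 0.65 in ELT3 and -0.02 in the resistant line (adjusted p = 0.000429 and 0.926), with an interaction of -0.68 (adjusted p = 0.0212). The interaction was -0.68 for Map2k2, 0.55 for Egfr and 0.14 for Akt2 (adjusted p = 0.0532, 0.471 and 0.705), none of which passed. Over the 63 genes of ErbB signaling, 4 interactions were positive and 5 negative past both thresholds (4 and 8 adjusted over the list alone), among them 1.48 for Areg and -1.36 for Shc2 (adjusted p = 0.0325 and 0.0208), and the list did not stand apart (camera adjusted p = 0.791). The interaction of Mapk3 rose to an adjusted p of 0.0568 without ELT3 DMSO replicate 2, 0.0508 without resistant-line DMSO replicate 1, 0.0575 without resistant-line rapamycin replicate 1 and 0.0502 without resistant-line rapamycin replicate 2. That of Map2k2 passed with a prior variance that follows the signal (0.00689), after quantile normalization (0.0271) and without ELT3 DMSO replicate 3 (0.0456).

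**Figure D2:**
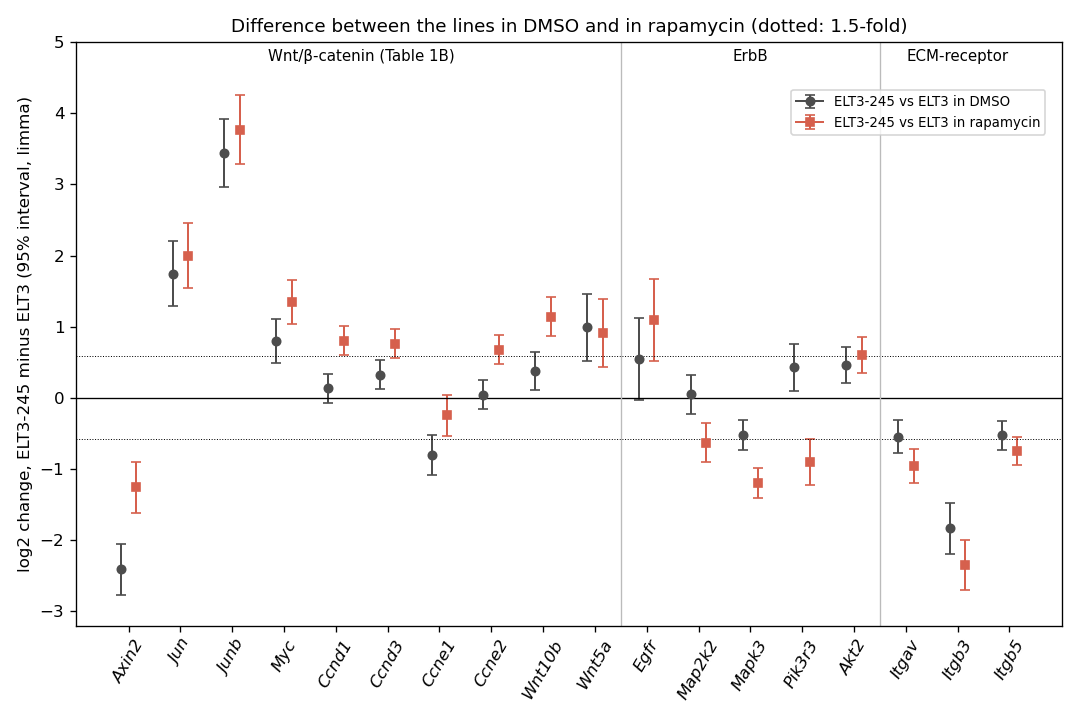
The vertical axis is the log2 difference of the resistant line from ELT3, and the horizontal axis names genes of Tables 1B and 1C. Circles stand for DMSO and squares for rapamycin, bars are 95% intervals from limma over 3 arrays per group, and dotted lines mark a 1.5-fold change. Pik3r3 moves from 0.43 in DMSO to -0.90 in rapamycin.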

The genes involved were *Egfr* (Epidermal Growth Factor Receptor), *Map2k2* (MAP kinase kinase 2), *Mapk3* (p44 MAPK), *Pik3r3* (PI3K regulatory subunit g), *Akt2* (AKT Serine/Threonine Kinase 2) and *Akt3* (AKT Serine/Threonine Kinase 3). 

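In rapamycin, Egfr and Akt2 were higher and Mapk3, Pik3r3 and Map2k2 lower in the resistant line. Egfr stood at 6.16 ± 0.35 in ELT3 and 7.25 ± 0.10 in the resistant line (log2 signal, SD, n = 3 each), a difference of 1.09 (2.13-fold, standard error 0.26, adjusted p = 0.00848 from limma), and Akt2 at 12.64 ± 0.12 and 13.24 ± 0.05, a difference of 0.60 (1.52-fold, adjusted p = 0.00227). Mapk3 was lower by 2.29-fold (log2 -1.20, from 15.63 ± 0.07 to 14.43 ± 0.05), Pik3r3 by 1.87-fold and Map2k2 by 1.55-fold (log2 -0.63), with adjusted p-values of 1.84e-06, 0.000652 and 0.00243. In DMSO, Akt2 at 0.46 and Mapk3 at -0.52 had adjusted p-values of 0.0141 and 0.0021 but stayed under the 1.5-fold threshold. These genes were chosen by the study on these arrays, so that their directions are not independent evidence. The difference of Akt2 fell under 1.5-fold without ELT3 rapamycin replicate 2 (0.57), ELT3 rapamycin replicate 3 (0.56) or resistant-line rapamycin replicate 3 (0.57), and that of Map2k2 without ELT3 rapamycin replicate 1 (-0.58) or resistant-line rapamycin replicate 3 (-0.55). The study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.13 for Egfr, 0.0634 for Map2k2, 0.0533 for Pik3r3 and 0.0509 for Akt2 in rapamycin.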

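Integrin αV pairs with several β chains, among them β3 and β5, to bind vitronectin and other matrix proteins. Itgav (chromosome 3) stood at 14.44 ± 0.05 in ELT3 and 13.48 ± 0.10 in the resistant line in rapamycin, and Itgb5 (chromosome 11) at 15.38 ± 0.04 and 14.63 ± 0.08 (log2 signal, SD, n = 3 each). Both were lower in the resistant line, Itgav by 1.94-fold (log2 -0.96, standard error 0.11) and Itgb5 by 1.68-fold (log2 -0.75), with adjusted p-values of 2.67e-05 and 5.44e-05 from limma. In DMSO they differed by -0.55 and -0.53 (adjusted p = 0.00263 and 0.000977), under 1.5-fold. Itgb3 was lower in both treatments, by 3.57-fold in DMSO and 5.10-fold in rapamycin (adjusted p = 3.43e-06 and 3.32e-07). Of 18 integrin genes, 5 were lower and 3 higher in the resistant line in DMSO, and 7 were lower and 2 higher in rapamycin, the same when adjusted over the list alone. Itga8 showed the largest difference of the list in both treatments (log2 -3.27 and -5.12, adjusted p = 1e-08 and 1.96e-10), and Itga7 and Itga5 were higher in rapamycin (log2 0.66 and 0.79, adjusted p = 0.0251 and 0.00365). The list lay below all other genes in camera, with an adjusted p of 0.0305 in DMSO and 0.0077 in rapamycin. With an estimated correlation neither passed (adjusted p = 0.168 and 0.0727). Without ELT3 DMSO replicate 1 the DMSO difference of Itgav, at -0.62, passed 1.5-fold, and the study's per-gene unequal-variance test, adjusted over all probe sets, gave 0.0727 for Itgb3 in DMSO.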

For ECM-receptor interaction signaling the up-regulated genes were *Itgav* (integrin αV) and *Itgb5* (integrin β5) (Table 1, Figs S17 and S18), which are implicated in angiogenesis^41–43^, increased vascular permeability, and VEGF production^44,45^.

## Discussion

Despite advances in understanding the genetic and biochemical etiology of TSC and LAM pathogenesis, and the approval and clinical use of rapalogs for the treatment of neurological, renal and pulmonary manifestations, the inherent limitations of these therapeutics make further research for the development of effective therapeutic approaches a pressing matter. Rapalog therapy is quite new, and acquired rapalog resistance in TSC and LAM patients undergoing therapy is a significant risk. Lesions in TSC and LAM are slow-progressing and may take years to develop and become clinically significant, which contrasts the rapidly-growing cases of malignancies (breast cancer, renal cell carcinoma) for which rapalog resistance has been reported. We can predict that any acquired drug resistance in TSC and LAM may emerge after multiple years of treatment. Therefore, there is increasing concern among the medical and scientific community that resistance to rapalogs may slowly emerge and may cause irreversible harm to TSC and LAM patients and limit, or worse eliminate, treatment options. Moreover, tumors from a percentage of TSC and LAM patients are not responsive to rapalog treatment^33^.

Resistance to rapamycin has been previously reported for breast cancer and renal cell carcinoma^36,46^, and various mechanisms have been postulated, including a shift in the balance from the rapamycin-sensitive mTORC1 to the rapamycin-insensitive mTORC2, increased expression of phospholipase D^47^, re-activation of AKT and MAPK signaling pathways, and acquisition of mutations in the FRB and kinase domains of mTOR in a variety of tumors^36^.

During xenograft studies of *Tsc2*-null Eker rat ELT3 cells, which have been used extensively as models for TSC and LAM, we identified a rapamycin non-responsive tumor which was used to develop a rapamycin-resistant cell line, termed ELT3-245. These cells are highly tumorigenic in mice, with evident resistance to rapamycin treatment and increased tumor burden to the lungs. In fact, ELT3-245 cells develop macroscopic metastases within the vascular component of the lungs, as opposed to parental ELT3 which develop primarily micro-metastases in the lung parenchyma and alveolar space^34^. Our short-term lung colonization studies, revealed that ELT3-245 cells colonize the lungs more than ELT3 cells, consistent with increased resistance to anoikis. Interestingly though, rapamycin decreased ELT3-245-induced lung colonization, and this could reflect a differential effect of rapamycin on the capacity of ELT3-245 cells to proliferate and form tumors at the primary site vs their metastatic/migratory potential. Despite of increased levels of apoptotic markers (cleaved caspase 3 and Bim), ELT3-245 cells are resistant to anchorage-independent cell death (anoikis) and form larger colonies in soft agar assays, which are in agreement with their increased *in vivo* tumorigenicity and metastatic potential. ELT3-245 growth rate is slower than the parental ELT3 cells, which could be the net result of increased proliferation rate (evident by increased PCNA protein and increased expression for Cyclin D and E genes) counteracted by increased apoptosis.

EMT has been previously associated with rapamycin resistance in breast cancer cell lines; rapamycin-resistance cells exhibit loss of E-cadherin, and expression of a constitutively active form of Snail decreases response to rapamycin of drug-sensitive cells^37^. ELT3-245 cells have loss of various epithelial markers found in ELT3 cells, either at the gene expression or protein level or both. These include E-cadherin, ZO-1, Occludin, and Claudin 1. 

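Of 34 mesenchymal marker genes measured on the arrays, 13 were higher and 8 lower in the resistant line in DMSO, and 13 were higher and 7 lower in rapamycin, the same counts as adjusted over the list alone. Fap (fibroblast activation protein), Fbn1 (fibrillin 1) and Pdgfra were higher by 5.12, 4.49 and 3.83 on the log2 scale in DMSO (adjusted p = 6.38e-08, 6.96e-09 and 2.98e-10 from limma). Tnc, Tgfb3 and Tagln, which encodes the smooth muscle protein transgelin, were lower (log2 -5.97, -3.47 and -3.10, adjusted p = 4.29e-09, 1.48e-10 and 1.77e-10). With members in both directions the list did not stand apart in camera (adjusted p = 0.583 in DMSO and 0.225 in rapamycin). The list shares Col1a1, Col1a2, Col3a1, Pdgfra and Thy1 with the fibroblast markers, of which 6 of 13 were higher in the resistant line in DMSO. Mfap4, a fibroblast marker outside the mesenchymal list, was higher by 5.45 in DMSO (adjusted p = 1.19e-10).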

Although we could not identify expression of mesenchymal markers, ELT3-245 cells have acquired a mesenchymal-like phenotype which is distinct from the epithelioid phenotype of parental ELT3. Snail, a transcriptional repressor of E-cadherin, does not seem to respond to rapamycin in ELT3-245. Similarly, in ELT3-245 cells rapamycin does not seem to induce translocation of β-catenin to the cytoplasm, as opposed to the rapamycin-responsive ELT3 cells. Although β-catenin levels in the nucleus of untreated ELT3-245 cells are lower than those of untreated ELT3, it is possible that the consorted action of β-catenin and other transcription factors (e.g. Snail) confer a gene expression reprogramming capable to overcome response to rapamycin. Loss of E-cadherin and Occludin, increased expression of Snail, and resistance to anoikis has been previously reported in cells lacking Tsc2^48^. In light of the recent discovery of hamartin being a client and co-chaperon of Hsp90, the role of this interaction in rapamycin resistance would be worth exploring; increased Hsp90 expression has been linked to EMT in a variety of cancers^49–51^ Although Hsp90 is inhibited by rapamycin^52^, Hsp90 inhibitors synergize with rapamycin to induce cancer cell apoptosis^53^ possibly through activation of ER stress.

Additionally, we identified the ErbB signaling pathway to be up-regulated under rapamycin conditions, affecting both the MAPK and PI3K branch. MAPK signaling promotes estrogen-induced ELT3 lung metastasis, which is blocked by the ERK1/2 inhibitor CI-1040^34^. Finally, we found that the expression of integrins αV and β5 is elevated in ELT3-245 cells. High levels of integrins αV and β5 are associated with increased angiogenesis, vascular wall permeability, and migration^41–45^. Targeting molecules for αV and αVβ3 (e.g. intetumumab, abituzumab, and ProAgio^54–56^), which act as antiangiogenic agents, are in clinical trials for the treatment of metastatic melanoma, lung, and prostate cancer, primarily as adjuvants to cytotoxic agents.

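Within a line, rapamycin changed several EMT-related genes on the arrays. In ELT3 it raised Cldn1 by 0.74 and Tjp1 by 0.96 on the log2 scale (adjusted p = 0.000439 and 7.97e-05 from limma), and Junb and Myc by 1.37 and 0.91 (adjusted p = 0.000615 and 0.000457). In the resistant line it raised Snai1 by 0.75, Junb by 1.70 and Myc by 1.46 (adjusted p = 0.00204, 0.00022 and 2.36e-05). Jun and Snai2 were not called in either line, at 0.11 and -0.25 in ELT3 and 0.36 and -0.39 in the resistant line (adjusted p = 0.757, 0.125, 0.294 and 0.0284, the last under 1.5-fold), and Cldn1 did not pass in the resistant line (0.28, adjusted p = 0.125). Of 38 tight junction genes, 7 rose and 0 fell with rapamycin in ELT3 (camera adjusted p = 0.0497, and adjusted p = 0.15 with an estimated correlation), and 1 rose and 0 fell in the resistant line (adjusted p = 0.824), the same counts as adjusted over the list alone. At an unadjusted p under 0.05 in limma, 0 fell in ELT3 and 1 in the resistant line. The difference between the lines in this list had an adjusted p of 0.0765 in camera. Of the genes of Table 1B, the interaction passed for Axin2, Ccnd1, Ccne2 and Wnt10b. For Wnt10b, at a low signal, it was 0.76 (adjusted p = 0.031), with values of -0.03 in ELT3 and 0.73 in the resistant line. Among the EMT-related genes that the paper names here, Ocln had a called interaction of -2.0 (adjusted p = 0.00297 from limma). With rapamycin its mean log2 signal went from 11.10 to 12.84 in ELT3 and from 5.98 to 5.72 in the resistant line. The latter values lay below the array medians, and the interaction of Ocln did not pass against a 1.5-fold change (limma treat). The interactions of Snai1, Cldn1, Jun and Myc were 0.30, -0.47, 0.25 and 0.55 (adjusted p = 0.438, 0.138, 0.7 and 0.156), and none of these passed. That of Wnt10b ended with a prior variance that follows the signal (adjusted p = 0.0784), with the replicate number as a block (0.0548), and with any 1 array left out except ELT3 DMSO replicate 3, ELT3 rapamycin replicate 3 and resistant-line DMSO replicate 2 (0.0519 to 0.0722). Snai1 in ELT3, at 0.45, passed 1.5-fold without ELT3 rapamycin replicate 3 (0.59).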

The expression analyses for EMT-related and for Wnt/β-catenin and ErbB signaling genes signify an important aspect of ELT3-245; while expression of EMT-related genes (e.g. *Snai1*, *Ocln*, *Cldn*, *Jun*, *Myc*) is not affected by rapamycin treatment, genes for Wnt/β-catenin and ErbB signaling are differentially expressed in ELT3-245 only in the presence of rapamycin (e.g. *Ccnd1*, *Mapk3*, *Akt2*). Combined with the observation that rapamycin does not decrease ELT3-245 cell growth and colony size *in vitro* or tumor growth *in vivo*, it is likely that the rapamycin-resistant phenotypic changes are associated with increased expression of EMT-related genes, including oncogenic *Myc*, due to dysregulation of Wnt/β-catenin signaling. Nuclear β-catenin affects the expression of a variety of genes such as *Myc*, *Egfr*, *Cdh1*, *Snai1*, *Jun*, *Tjp1*, and *Ccnd1*^57–62^. Our data support such aberrant and rapamycin-insensitive β-catenin activation in the nucleus of ELT3-245 cells.

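Rapamycin changed Mmp2 on the arrays by -0.15 in ELT3 (95% interval -0.37 to 0.07, adjusted p = 0.322 from limma) and by -0.34 in the resistant line (95% interval -0.56 to -0.12, adjusted p = 0.036) on the log2 scale. Neither reached 1.5-fold. The responses differed by -0.18 (adjusted p = 0.528 for the interaction), which did not pass.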

Consistent with the increased metastatic potential of ELT3-245, the levels and gelatinase activity of MMP2 and the expression of *Mmp2* were rapamycin-insensitive in these cells. Interestingly, untreated ELT3-245 had lower MMP2 activity, compared to ELT3, which can be partially explained by the decreased nuclear β-catenin in untreated ELT3-245 vs ELT3. Previous publications established a link between β-catenin signaling and MMP7, which consequently leads to the conversion of pro-MMP2 to active MMP2^63^. Second, β-catenin activates MT1-MMP (MMP14)^64^. Although neither *Mmp7* nor *Mmp14* were differentially regulated in ELT3-245 vs ELT3 cells, *Mmp15* (MMP15, MT2-MMP) was. Both MT1-MMP and MT2-MMP activate MMP2 and induce an invasive phenotype^65,66^. 

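Mmp7 (matrilysin) was dim and stood at 5.66 ± 0.08 in ELT3 and 5.53 ± 0.22 in the resistant line in DMSO (log2 signal, SD, n = 3 each). Its line difference was -0.14 in DMSO and 0.07 in rapamycin (adjusted p = 0.675 and 0.847 from limma). Mmp14 was bright, at 13.70 ± 0.14 and 14.17 ± 0.08 in DMSO and 13.26 ± 0.34 and 12.81 ± 0.11 in rapamycin. It differed by 0.48 in DMSO (adjusted p = 0.0477), under 1.5-fold, and by -0.44 in rapamycin (adjusted p = 0.0602). In the resistant line it fell by 1.36 with rapamycin (adjusted p = 9.34e-05) and in ELT3 the change was -0.44 (adjusted p = 0.0595), with an interaction of -0.92 (adjusted p = 0.0384). In the resistant line Mmp15 fell by 0.77 with rapamycin (adjusted p = 0.00986). The interaction of Mmp14 ended after median centring of the arrays (adjusted p = 0.0575) and with any 1 array left out except ELT3 rapamycin replicate 3 (0.0589 to 0.0897). Without that array, its difference in rapamycin, -0.62, passed both thresholds.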

A third explanation would be the direct transcriptional regulation of *Mmp2* by β-catenin^67^.

The mesenchymal-like changes we observed in ELT3-245 cells are associated with the rapamycin-resistant phenotypes, but they are not necessarily causative in nature. Whether there are underlying genetic (in addition to the Tsc2 mutations) or epigenetic changes in ELT3-245 cells that differentiate them from ELT3 is unclear and certainly worthy of exploration. Several lines of evidence associate the TSC proteins with EMT and Wnt/β-catenin signaling. First, tuberin (TSC2) regulates E-cadherin localization to the plasma membrane via an AKT/mTORC1-dependent mechanism that is rapamycin-sensitive^48^. Our data of loss of E-cadherin and Claudin 1 and increased Snail in ELT3-245 are in agreement with this work. Second, hamartin and tuberin interacts with components of the β-catenin destruction complex, thus regulate Wnt/β-catenin signaling^68^. Therefore, it is possible that Wnt/β-catenin signaling in TSC-null cells is regulated by interactions between hamartin, tuberin, and the β-catenin destruction complex, and that perturbations in the stoichiometry or interactions of the component proteins can result in aberrant β-catenin degradation and persistent signaling to the nucleus.

Our analysis of size distribution for the rapamycin-treated ELT3 colonies, suggest that within ELT3 cultures there are two distinct cell populations; the majority of ELT3 cells are responsive to rapamycin, with a small percentage of cells that fail to respond to treatment. The heterogeneity of ELT3 cells in mediastinal metastases of placebo-treated mice and the observation that rapamycin treatment eliminates most, but not all, ELT3 cells from these tumors corroborate these *in vitro* findings. It is possible that the non-responsive ELT3 cells have enhanced mesenchymal-like characteristics, including loss of epithelial proteins with a concurrent gain of mesenchymal markers, and hyperactivation of the Wnt and MAPK signaling pathways. A previous study showed that LAM tissues have heterogeneous expression of Snail with low-expressing epithelioid-like cells, and high-expressing spindle cells^48^. This is in agreement with our hypothesis of a heterogeneous cell population for ELT3 cells. Alternatively, ELT3 cells may possess stem cell-like properties that, under rapamycin pressure, result in gene expression and signaling reprogramming. This reprogramming is capable of maintaining a rapamycin non-responsive (resistant) cell population within the TSC/LAM lesions. Stemness markers have been previously identified in TSC-related cell models and involve the interplay between Notch and Rheb^69^. 

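Dishevelled 1 relays Wnt signals from the Frizzled receptors. Its gene, Dvl1 (chromosome 5), stood at 7.07 ± 0.07 in ELT3 and 7.79 ± 0.28 in the resistant line in rapamycin, and at 6.89 ± 0.47 and 7.09 ± 0.34 in DMSO (log2 signal, SD, n = 3 each). The difference was 0.72 in rapamycin (1.64-fold, standard error 0.23, adjusted p = 0.0399 from limma) and 0.20 in DMSO (adjusted p = 0.622), and the interaction of 0.52 did not pass (adjusted p = 0.433). Of 25 genes of the Notch pathway, 3 were higher and 2 lower in rapamycin, and 2 and 2 in DMSO, also when adjusted over the list alone. Hey2, a Notch target, was higher by 3.90, and Hes1, another target, lower (log2 -1.59, adjusted p = 9.06e-08 and 1.28e-05). The list did not stand apart (camera adjusted p = 0.913 in rapamycin, with a median of -0.02 and a mean of 0.07, and 0.804 in DMSO). The call of Dvl1 in rapamycin ended after quantile normalization (adjusted p = 0.0591) and without ELT3 DMSO replicate 1 (0.0503), resistant-line DMSO replicate 2 (0.0527), ELT3 rapamycin replicates 1, 2 and 3 (0.0925, 0.093 and 0.0706) and resistant-line rapamycin replicates 1 and 3 (0.126 and 0.127). The study's per-gene unequal-variance test gave 0.171 adjusted over all probe sets.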

Interestingly, we found that expression of *Dvl1* (Disheveled), an inhibitor of Notch signaling, was up-regulated in rapamycin-treated ELT3-245, compared to rapamycin-treated ELT3 cells.

In summary, our data support a new model for TSC and LAM pathogenesis and response to rapamycin treatment. This model postulates that a subset of TSC-null cells exhibits mesenchymal-like characteristics and/or stemness markers, and that these cells are either inherently resistant to rapamycin or become resistant due to gene expression and signaling reprogramming. Upon discontinuation of treatment and release of the mTORC1 blockade these “dormant” cells actively proliferate and rapidly re-establish the TSC/LAM tumors. These results may also have broader implications to cover other cancers with documented rapalog resistance (e.g. breast cancer, renal cell carcinoma, neuroendocrine tumors), and reinforce the role of aberrant Wnt/β-catenin signaling as a major facilitator for EMT-driven rapalog resistance.

## Methods

### Cell culture and treatments

ELT3 and ELT3-245 cells were cultured in IIA complete media (Supplementary Information section S.1.1). Rapamycin (Selleck Chemicals S1039) was dissolved in dimethyl sulfoxide (DMSO, Sigma D2650) and stored at −20 °C. Absolute counts of living and dead cells in cultures were obtained by the trypan blue exclusion methods on a Countess II FL Automated Cell Counter (Invitrogen).

### Protein analyses

Cell lysates were resolved in SDS-PAGE gels, transferred on PVDF membranes, and immunoblotted with primary and secondary antibodies. MMP2 activity was assayed by zymography. Detailed procedures are described in Supplementary Information section S.1.2.

### Xenograft studies

All mouse studies were approved by the Institutional Animal Care and Use Committees at the University of Tennessee Health Sciences Center (protocol #16-166), Texas Tech University Health Sciences Center (protocol #14031), and University of Cincinnati (protocol # TR01-15-07-22-01). All methods were carried out in accordance with the relevant guidelines and regulations. Eight-week-old female Fox Chase SCID (CB17 SCID) mice were obtained from Taconic (CB17SC-F EF) or The Jackson Laboratory (B6.CB17-Prkdcscid/SzJ). Where indicated, mice were ovariectomized by Taconic. Mice were inoculated subcutaneously with cells and when tumors grew they were treated three times a week with rapamycin by intraperitoneal injection of 3 mg/kg. Detailed procedures are described in Supplementary Information section S.1.3. Cell line ELT3-245 was established after removal of subcutaneous mouse tumor and tumor dissociation according to standard methods (see Supplementary Information section S.1.4). For short-term lung colonization studies^34^, mice and luciferase-expressing cells were pre-treated with rapamycin or vehicle control, inoculated intravenously with cells, and bioluminescence was measured at 1 h, 6 h and 24 h post inoculation (see Supplementary Information section S.1.5).

### Anchorage-independent cell growth (soft agar) assay

Each well of a 6-well tissue culture plate was coated with 1 ml 0.5% w/v agarose (Invitrogen) gel in 1x DMEM [DMEM (Corning MT10013CV), 10% v/v FBS, 100 U/ml penicillin and 100 μg/ml streptomycin] to form a bottom layer. For each well, 0.9 ml of cell suspension in 1x DMEM (2 × 10^4^ cells) was mixed with 1.05 ml of 1% w/v agarose and 1.05 ml of 2x DMEM (EMD Millipore SLM202B) at 37 °C, then directly added on top of the bottom layer. After the gel set, it was covered with 1 ml of 1x DMEM. Cultures were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. At the end of the culture period (2–3 weeks), the media were removed, and the agarose was overlaid with 1 ml 0.5% w/v iodonitrotetrazolium chloride (Sigma 58030) dissolved in 50% methanol. The cultures were incubated at 37 °C for 6 hours, then stored at 4 °C. Z-stack projection digital micrographs from 5 random fields were obtained in an EVOS FL Auto microscope (Invitrogen) using a 2x objective. Particle area (*A*) and circularity measurements for each colony were obtained with ImageJ (version 1.52 g) particle analysis tool, after applying auto-thresholding on Z-stack projections. Particle analysis parameters were: Size (pixels): 200-infinity; Circularity: 0.00–1.00. Colony radius (*r*) and volume (*V*) were calculated using the formulas [*r* = √ (*A*/π)] and [*V* = (4π*r*^3^)/3], respectively.

### Anchorage-independent cell death (anoikis) assay

Sub-confluent cells were trypsinized and re-suspended in media at a final concentration of 10^6^/ml. Four ml of cell suspension were plated in low-binding 6-well culture plates (Corning 3261) and harvested at the indicated timepoints. Cell death was measured by trypan blue exclusion. Cells were pelleted by centrifugation and lysed in PTY buffer for protein analysis.

### Gene expression studies

For microarray gene expression studies, triplicate samples were used for each cell line and treatment condition. Assays were performed on Clariom S rat-specific arrays (Affymetrix) using 1 μg total RNA. Fold-change (FC) for gene expression was calculated using standard methods. A FC threshold of 1.5 was applied to identify differentially expressed genes. The data were analyzed using Advaita Bio’s iPathwayGuide (https://www.advaitabio.com/ipathwayguide) to identify significantly impacted pathways. Pathway maps were obtained from the KEGG Pathway database^70^ (Kanehisa Laboratories). RT-qPCR was used to validate expression data of specific genes. Detailed methods are described in Supplementary Information section S.1.7.

### Image editing

Adobe Photoshop CC (Release 2017.0.1) was used for editing of digital images (immunoblots, gels, or micrographs). For presentation of final figures, digital images were cropped. Where indicated, intensity levels were modified throughout the entire cropped section. Unedited (raw) images are shown in Supplementary Information.

### Statistics and graphing

With the exception of gene expression array studies, all *in vitro* experiments were repeated at least three times. Statistical analysis and graphing were performed with Prism 7 (GraphPad).

## Supplementary information

Supplementary Information

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

## Data Availability

The gene expression data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^71^ and are accessible through GEO Series accession number GSE119524 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119524).

How the deposited data were processed for this re-analysis (not part of the article)

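Gene expression was measured on rat Clariom S arrays in 12 samples: the lines ELT3 and the resistant line, each treated with DMSO or with 20 nM rapamycin for 24 hours, 3 replicate samples per group. The authors turned the scans into log2 signals with RMA, as deposited, 1 value per probe set and array; the notes with the files name RMA without a version. The deposited values ran from 2.56 to 18.56, the array medians from 6.69 to 6.82, and no value column stayed unmatched to a sample. The per-array values in the supplementary tables of the paper (66 rows) equalled the deposited ones within 5e-05.

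Probe sets were named from the gene symbols of the array's annotation: 15049 of 23188 had 1 symbol, 4 more were named through the supplementary tables, and 8135 stayed unnamed but were kept in every test over all probe sets. No array was left out. For 10 symbols with more than 1 probe set, the one with the highest mean over all arrays stands for the gene. Chromosomes come from the probe set names and matched the rat annotation for 99.5% of 14829 probe sets.

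Comparisons used limma 3.58.1 in R 4.3.3, with 1 fit of 4 group means over 12 arrays (8 residual and 3.91 prior degrees of freedom). It gave 5 comparisons: the lines in DMSO, the lines in rapamycin, rapamycin in each line, and the difference between these rapamycin responses. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) and a change of at least 1.5-fold. Beside this, exact permutation tests were run on single genes, where 3 arrays against 3 allow no two-sided p under 0.1.

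The 26 textbook gene lists were: tight junction; epithelial markers; mesenchymal markers; Wnt and β-catenin targets; Wnt ligands, receptors and antagonists; immediate early genes; ErbB signaling; integrins; extracellular matrix ligands and other matrix receptors; matrix metalloproteinases and TIMPs; sterol and fatty acid synthesis; glycolysis and hypoxia; ATF4 targets; lysosome and autophagy; cell cycle and DNA replication; cyclins D and CDK inhibitors; ribosome biogenesis; mTOR pathway components; smooth muscle and uterine leiomyoma; apoptosis; YAP and TGF-β targets; interferon response; Notch pathway; and markers of macrophages and leukocytes, of endothelium and of fibroblasts. They were tested with camera at a preset correlation of 0.01 and adjusted over the 26 lists. The genes of Table 1 and of Supplementary Data 1 to 3 were counted but not tested as sets, since the study chose them on these arrays.

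The alternatives were camera with an estimated correlation, fry, quantile normalization, median centring, an intensity trend, robust moderation, array weights, the replicate number as a block, dropping dim probe sets, only probe sets with 1 symbol, only the groups compared, a fold change of 2, no fold change threshold, limma treat, the study's per-gene unequal-variance test with several adjustments, and leaving out each array. The calls were tested on simulated data: with changes of 0.8, 1.5 and 3 on the log2 scale, 59.7%, 94.0% and 100% of changed genes were called between the lines in DMSO, and 20.9%, 77.6% and 98.5% for the difference of responses, with 3.43% and 5.59% of the called genes unchanged. The simulation changed 200 genes per comparison, and a list of 47 more for the difference of responses, under noise independent between genes. In the data many more probe sets were called and genes are correlated, so these shares may not hold there. The pathway analysis of the paper was not repeated, since it used commercial software. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.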

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

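The tests of both patterns below and the additive fit were chosen after the results were seen; the splits of the arrays were set before.

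Between the lines in DMSO, 6 of 13 fibroblast markers were called higher and 1 lower in the resistant line (camera adjusted p = 0.00172, and 0.0373 with an estimated correlation), 9 of 38 tight junction genes lower and 2 higher (0.00303, but 0.123 with an estimated correlation), and 12 of 38 epithelial markers lower and 4 higher (0.000526 and 0.0351). For the lower genes, a minority of other cells in the resistant line cultures is argued against, since such cells dilute a signal by less than 2-fold. Of the 21 junction and epithelial genes called lower in DMSO, 15 lay below ELT3 by more than 2-fold (limma treat, 398 probe sets in all). This test did not cover the fibroblast markers, since dilution sets no bound on a rise. For their rise, a minority of other cells stays open. Under median centring and quantile normalization, 27 of 27 called genes of the pattern were also called, while 368 other probe sets changed their call. Both only rescale the RMA values, and the median change in DMSO moved from 0.0096 to -0.025 and 0.0044 (log2). Such small shifts could hardly end these calls. The pattern thus did not depend on these rescalings, but the normalization from the scans was not varied and stays open. Mouse cells of the host, of which the paper reports none by its qPCR, stay open on the arrays: 81.3% of the 5797 brightest probe sets of ELT3 lay within 1.5-fold in DMSO and 75.6% in rapamycin, around a bound of 80% that no mouse RNA array sets and that was first asked of DMSO alone, then of both treatments once both values were known. Another rat cell type, a subclone selected in the tumour and a change of cell state may each give this pattern and were not told apart.

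Cell cycle and ribosome biogenesis genes fell less with rapamycin in the resistant line than in ELT3, with adjusted p-values of 5.47e-18 and 9.12e-13 from camera for the difference of responses (adjusted p = 0.0106 and 0.0395 with an estimated correlation). At the preset correlation no single array carried this, as the largest adjusted p of both lists in camera with 1 array left out was 2.7e-10. With an estimated correlation, where both lists passed less clearly, no array was left out. A lower starting level is argued against by a median line difference of 0.0167 in DMSO (log2) over the 86 members (quartiles -0.13 and 0.21), against a median interaction of 0.49. A weaker effect of rapamycin on all its targets alike is argued against by 1 list, the sterol and fatty acid synthesis genes. Their median interaction was -0.0750 (upper quartile 0.08), where a 57.9% smaller response would give 0.52. The ATF4 targets, however, fell less in the resistant line (camera adjusted p = 0.000221 for the difference of responses). The paper also reports that S6 lost phosphorylation less and later in this line, at lower doses of rapamycin. A weaker effect on part of its targets thus stays open. The paper reports slower growth of untreated the resistant line and a weaker effect of rapamycin on its growth; the growth rate and the density of the cultures on the arrays were not tested and stay open, and a weaker rapamycin response of growth genes is a hypothesis found and tested on the same arrays.

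The difference of responses was called for 503 probe sets upward and 478 downward; with 1 array left out these counts were 250 to 486 and 284 to 409 (250 and 284 without ELT3 DMSO replicate 2, and less by over 1.5 times in 1 or both directions also without ELT3 DMSO replicate 3, resistant-line DMSO replicate 1 or 3 or any resistant-line rapamycin replicate), and limma treat called 23 and 49. Of 100 splits of the arrays, 6 (the real one included) called as many as the real 981, the highest other 6285. Chance is not excluded by this count, but these counts hold the effect of rapamycin itself and do not stand for chance alone: the 5 others kept the treatments of ELT3 and gave 4 or 6 of the 6 arrays of the resistant line the other treatment, the highest all 6, which turns the difference of the responses into their sum. The structure of the samples behind the high counts is thus the treatment. After an additive fit of line and treatment, the real split was the only one of 100 as large, and the highest other called 2. That fit used the real treatments, so the split that turned all 6 arrays of the resistant line has an interaction of 0 by construction. For the splits that turned 4 arrays the fit also makes the interaction smaller. The fall of these 5 counts is thus no evidence against chance. For the 4 pairwise comparisons the real split called 3445, 3890, 3692 and 2465 probe sets and the highest other 0; the 10 possible splits are too few for a share under 0.05.

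In other lists the test of the difference of responses also passed: the ATF4 targets gave 0.000221 (median 0.37; adjusted p = 0.0135 with an estimated correlation), the lysosome and autophagy genes gave 3.52e-07 (median -0.32; adjusted p = 0.0308 with an estimated correlation), the smooth muscle genes gave 1.56e-05 (median -0.41; adjusted p = 0.0106 with an estimated correlation), the interferon response genes gave 0.000225 (median 0.30; adjusted p = 0.0425 with an estimated correlation), the immediate early genes gave 0.0118 (median 0.29; adjusted p = 0.313 with an estimated correlation), the YAP and TGF-β targets gave 0.000582 (median 0.43; adjusted p = 0.138 with an estimated correlation).

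Of the 981 probe sets called for the difference of responses, 738 had a gene name, and 61 of these genes are singled out here: those that the paper names, the 10 highest and 10 lowest changes, and up to 4 per direction in each list that passed. They had a more positive change in the resistant line for Axin2 1.15, Ccnd1 0.67, Ccne2 0.63, Wnt10b 0.76, Pla2g2a 3.55, Cilp 2.63, Oasl 2.58, Slc14a1 2.49, Eln 2.45, Map3k7cl 2.40, Avpr1a 2.39, Tshr 2.38, Fst 2.26, Pdgfc 2.26, Jund 0.88, Fosl1 0.82, Stc2 1.33, Chac1 1.32, Slc1a5 1.28, Mthfd1l 1.21, Cdt1 1.10, Aurkb 0.95, Fen1 0.92, Cdc45 0.75, Nop2 1.53, Mrto4 1.34, Dkc1 1.12, Mybbp1a 1.10, Tagln 0.81, Inhba 1.10, Thbs1 0.80, Ajuba 0.79, Irf7 1.79, Cxcl10 1.71, Ifit3 1.56 and a more negative one for Ocln -2.0, Mapk3 -0.68, Pik3r3 -1.33, Mmp14 -0.92, Car12 -3.33, Or2h15 -3.21, Mpzl2 -3.18, Prr15 -3.09, Duoxa2 -2.61, Crispld2 -2.60, Igfbp5 -2.56, Serpinb9 -2.53, Oas1k -2.49, Chn2 -2.48, Aldh1l2 -1.82, Ddit4 -1.28, Vldlr -0.93, Rragd -1.28, Gpnmb -1.23, Ctsd -0.71, Itga8 -1.84, Actg2 -1.82, Synpo2 -1.74, Igf1 -1.52, Ankrd1 -1.52, B2m -0.62 (log2). The calls of 12 of the 61 ended with 1 array left out (adjusted p from 0.0502 to 0.0983): of 12 arrays, 11 ended that of Mmp14, 10 those of Mthfd1l and B2m, 9 those of Wnt10b and Cdt1, 8 that of Cdc45, 7 that of Ifit3, 6 those of Jund, Aurkb and Dkc1 and 4 those of Ccne2 and Mapk3, and each array ended at least 1. Of the 61 genes, 21 had a group mean below the array medians, Ocln and Wnt10b among them, where a response is hard to read.

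Rapamycin, whose effect within each line the paper does not report for most genes, raised 1732 and lowered 1960 probe sets in ELT3 and raised 1310 and lowered 1155 in the resistant line. Outside the genes named in the paper, 3422 probe sets were called between the lines in DMSO, 3854 between the lines in rapamycin, 3676 with rapamycin in ELT3 and 2453 with rapamycin in the resistant line.

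Between the lines in DMSO the highest log2 differences of named genes were Thbs2 10.87, Grem1 8.73, Penk 8.05, Tnn 7.98, Slc6a4 7.64, Gdf10 7.36, Kdr 7.22, Osr1 7.12, Csgalnact1 6.75, Thbs4 6.65, and the lowest Vsnl1 -9.56, LOC100910973 -9.51, Lgals9 -9.43, Parm1 -7.68, Bmp6 -7.67, Fam110c -7.14, Vnn1 -6.69, A2m -6.50, Tnc -5.97, Tnnt2 -5.82. In rapamycin the highest were Thbs2 10.56, Grem1 9.92, Tnn 9.43, Penk 9.26, Gdf10 8.27, Slc6a4 7.92, Mfap4 7.39, Osr1 7.10, Thbs4 7.01, Lect2 6.91, and the lowest Lgals9 -9.25, Vsnl1 -8.74, LOC100910973 -8.20, A2m -7.62, Parm1 -7.16, Ocln -7.12, Bmp6 -7.10, Fam110c -6.96, Tnnt2 -6.71, Wfdc1 -6.42. For 27 of these 40 differences the lower mean lay below the array medians, so that their size and order are uncertain.

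The largest rises with rapamycin in ELT3 were Fbxo32 4.51, Tcp11l2 3.92, Prelp 3.71, Adamts1 3.63, Acta1 3.17, Prr15 3.14, Klhl24 3.12, St6gal1 3.08, Olah 3.06, Pdcd4 3.06, and the largest falls Myo7a -3.33, Oasl -3.18, Hk2 -2.91, Psat1 -2.70, Csf1r -2.65, Phgdh -2.59, Cryl1 -2.56, Hmox1 -2.55, Sntb1 -2.49, Avpr1a -2.49. In the resistant line the largest rises were Pla2g2a 4.24, Cd28 3.14, Mgp 3.12, Slc14a1 3.10, St6gal1 3.02, Cilp 3.01, Tcp11l2 2.94, Ecm1 2.82, Pim1 2.82, Olah 2.69, and the largest falls Car12 -3.69, Hmox1 -3.11, Uap1l1 -2.93, Csf1r -2.81, Or2h15 -2.80, Crispld2 -2.59, Myo7a -2.53, Sat2 -2.45, Tfrc -2.38, Ddit4 -2.37. For 12 of these 40 changes the lower mean lay below the array medians, with the same limit.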

How the results depend on the processing

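Leaving out arrays, the scaling and the tests named here were set before any result; none was added later. With 3 samples per group, calls near the thresholds depend on the test, and the difference of responses depends on single arrays.

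Counts are given as higher and lower. The per-gene unequal-variance test adjusted over all probe sets called 827 and 873 between the lines in DMSO, 867 and 904 in rapamycin, 634 and 705 with rapamycin in ELT3 and 441 and 368 in the resistant line. A fold change of 2 gave 857 and 846, 878 and 903, 595 and 603, 449 and 340, and 194 and 255 for the difference of responses. limma treat gave 743 and 728, 730 and 792, 455 and 447, 286 and 205, and 23 and 49. Without a fold change threshold, 2575 were higher in DMSO, 3127 in rapamycin, 2722 and 3143 changed in ELT3 and 2033 and 2143 in the resistant line.

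With 1 array left out, the difference of responses was called for 250 to 486 probe sets upward and 284 to 409 downward. Upward, the counts were 250 without ELT3 DMSO replicate 2, 318 without ELT3 DMSO replicate 3, 276 and 280 without resistant-line DMSO replicates 1 and 3, and 278, 260 and 335 without resistant-line rapamycin replicates 1, 2 and 3; downward, 284 without ELT3 DMSO replicate 2, 292 without resistant-line DMSO replicate 1, and 305 and 308 without resistant-line rapamycin replicates 1 and 2. The correlation of the rapamycin responses of the lines across probe sets, 0.578, ran from 0.5365 to 0.5945 with 1 array left out, and was 0.702 without the dimmer 50% of probe sets.

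With the replicate number as a block, the counts were 1692 and 1742, 2053 and 1831, 1735 and 1956, 1316 and 1153, and 410 and 415 for the difference of responses; the numbers were not taken as pairs, since the deviations from the group means correlated at a median of 0.0217 over the 18 pairs of arrays with the same number, with 4 pairs over 0.1, although 7 of 12 arrays correlated best with their own number. The endothelial markers did not stand apart from other genes between the lines in DMSO by camera (adjusted p = 0.983, direction down); fry, which tests against no change, gave 0.000749 in the other direction. Of 1000 results for named genes, quantile normalization left 971 calls as they were, median centring 975, the block 981 and an intensity trend 968; with an estimated correlation 18 of 130 set tests no longer passed.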

Differences from the paper's values

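Of the 64 fold changes of Table 1 that were compared, 63 lay within 0.391% of the values here. The paper's Table 1 gives Cdh1 in DMSO as 1.53 with the direction up, while the ratio of the resistant line to ELT3 was 0.656 here (log2 -0.61), the same size in the other direction; the paper's Supplementary Data 1 gives it as down. The ratio stayed below 1, and thus apart from the paper's 1.53, under every alternative set before the data were examined, also where Cdh1 was not called.

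The paper states that Cdh1 did not differ between the lines; here it was called lower in DMSO (adjusted p = 0.0243), while the per-gene unequal-variance test gave an unadjusted p of 0.0652, and in rapamycin it was not called. In DMSO it was also not called in a fit of these 2 groups alone (adjusted p = 0.0756), without ELT3 DMSO replicate 3 or resistant-line DMSO replicate 1 or 2 (0.077 to 0.0945), at a fold change of 2 and by limma treat. The paper's text names Itgav and Itgb5 as up-regulated; here both were lower in rapamycin (log2 -0.96 and -0.75), as in the paper's own Table 1.

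The paper states that ErbB and matrix receptor signaling went up. Of the ErbB genes it names, Egfr and Akt2 were higher and Mapk3, Pik3r3 and Map2k2 lower in rapamycin. Neither the ErbB list nor the matrix list, which leaves out integrins, was shifted in 1 direction there (camera adjusted p = 0.913 and 0.881). Camera is another measure than the pathway software of the paper, and it does not speak to changes both ways. The integrins, a list of their own, lay below all other genes in camera, though not with an estimated correlation. The paper places the ErbB genes and the cyclins in rapamycin only. The difference of responses was called for Ccnd1, Ccne2, Mapk3 and Pik3r3 and not for Ccnd3, Egfr, Map2k2 and Akt2.

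The paper states that rapamycin left EMT-related genes unaffected in the resistant line. On the arrays Snai1 and Myc rose there (log2 0.75 and 1.46), while Cldn1 (0.28), Ocln (-0.26) and Jun (0.36) were not called. The paper sets these genes against genes that differ between the lines only with rapamycin. For that question, the difference of responses was not called for Snai1, Cldn1, Jun or Myc and was called for Ocln. Its RT-qPCR has rapamycin raising Myc, Axin2 and Ocln in the resistant line; on the arrays Myc and Axin2 rose (1.56 for Axin2) and Ocln, at a low signal, was not called. In ELT3 its RT-qPCR has no effect on Myc and a marginal one on Ocln; on the arrays both rose (0.91 and 1.74). Between the lines, its RT-qPCR has Axin2 up in rapamycin and unchanged without it; on the arrays Axin2 was lower in both (log2 -1.26 and -2.41). The paper states that mesenchymal markers could not be identified, and reports that N-cadherin protein was not detected. On the arrays, which measure mRNA, 13 of 34 such genes were called higher and 8 lower in DMSO. As a list they did not stand apart in camera.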

Other observations

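The counts and tests given here were planned; the genes singled out follow a fixed rule. Rapamycin lowered genes of sterol and fatty acid synthesis in both lines: of 31 measured, 0 (1 at an unadjusted p under 0.05 in limma) rose and 22 fell in ELT3 and 0 (0 at an unadjusted p under 0.05 in limma) rose and 23 fell in the resistant line (camera adjusted p = 3.01e-16 and 1.82e-23; 0.00664 and 0.0035 with an estimated correlation). Genes of amino acid synthesis under ATF4 fell as well: of 35, 1 rose and 26 fell in ELT3 and 0 (0 at an unadjusted p under 0.05 in limma) rose and 19 fell in the resistant line (camera adjusted p = 1.51e-20 and 4.03e-18; 0.000114 and 0.000179 with an estimated correlation), and Psat1 and Phgdh of serine synthesis were lower in ELT3 (log2 -2.70 and -2.59). Of 33 glycolysis and hypoxia genes, 5 rose and 13 fell in ELT3 and 3 rose and 16 fell in the resistant line (camera adjusted p = 2.65e-05 and 3.06e-08; 0.0447 and 0.0197 with an estimated correlation); Hk2, which encodes hexokinase 2, changed by -2.91 in ELT3.

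Of 47 cell cycle genes, 0 (0 at an unadjusted p under 0.05 in limma) rose and 32 fell in ELT3 and 0 (2 at an unadjusted p under 0.05 in limma) rose and 6 fell in the resistant line (camera adjusted p = 3.01e-23 and 1.23e-06; 0.00215 and 0.0322 with an estimated correlation), and of 39 ribosome biogenesis genes, 0 (0 at an unadjusted p under 0.05 in limma) rose and 30 fell in ELT3 and 0 (0 at an unadjusted p under 0.05 in limma) rose and 15 fell in the resistant line (camera adjusted p = 8.7e-22 and 1.07e-10; 0.00841 and 0.0305 with an estimated correlation). Of 23 smooth muscle genes, 11 rose and 0 (0 at an unadjusted p under 0.05 in limma) fell in ELT3 and 7 rose and 1 fell in the resistant line (camera adjusted p = 2.92e-11 and 7.36e-05; 0.00081 and 0.00927 with an estimated correlation), and of 20 targets of YAP and TGF-β, 12 rose and 0 (0 at an unadjusted p under 0.05 in limma) fell in ELT3 and 14 rose and 0 (2 at an unadjusted p under 0.05 in limma) fell in the resistant line (camera adjusted p = 1.27e-06 and 5.6e-12; 0.0327 and 0.00927 with an estimated correlation).

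Of 30 immediate early genes, 13 rose and 0 (3 at an unadjusted p under 0.05 in limma) fell in ELT3 and 15 rose and 1 fell in the resistant line (camera adjusted p = 0.00104 and 3.56e-10; 0.15 and 0.0245 with an estimated correlation), of the mesenchymal markers 9 rose and 1 fell in ELT3 and 11 rose and 0 (2 at an unadjusted p under 0.05 in limma) fell in the resistant line (camera adjusted p = 1.71e-05 and 4.96e-09; 0.0235 and 0.00927 with an estimated correlation), and of the integrins 8 rose and 0 (1 at an unadjusted p under 0.05 in limma) fell in ELT3 and 6 rose and 1 fell in the resistant line (camera adjusted p = 5.53e-05 and 0.000703; 0.0148 and 0.0245 with an estimated correlation). Of the interferon response, 2 rose and 9 fell in ELT3 and 3 rose and 3 fell in the resistant line (27 measured; camera adjusted p = 0.00134 and 0.765; 0.0509 and 0.83 with an estimated correlation); of lysosome genes, 5 rose and 8 fell in ELT3 and 2 rose and 15 fell in the resistant line (42 measured; camera adjusted p = 0.489 and 1.84e-06; 0.7 and 0.0245 with an estimated correlation). Of mTOR pathway components, 6 rose and 5 fell in ELT3 and 4 rose and 5 fell in the resistant line (32 measured; camera adjusted p = 0.608 and 0.765; 0.768 and 0.857 with an estimated correlation), and of apoptosis genes, 7 rose and 3 fell in ELT3 and 3 rose and 4 fell in the resistant line (26 measured; camera adjusted p = 0.0728 and 0.511; 0.136 and 0.525 with an estimated correlation).

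Between the lines, 6 of the 26 lists passed camera in DMSO and 13 in rapamycin (3 and 6 with an estimated correlation). Not all of these are described here, and the line difference of the smooth muscle list is not given. The junction, epithelial and fibroblast lists are thus not the whole line difference. The interferon response had 2 higher and 16 lower in DMSO and 4 higher and 12 lower in rapamycin (camera adjusted p = 1.24e-06 and 0.00556, and 0.0351 and 0.081 with an estimated correlation). Cyclins D and CDK inhibitors had 2 higher and 0 (1 at an unadjusted p under 0.05 in limma) lower in DMSO and 4 higher and 1 lower in rapamycin (camera adjusted p = 0.15 and 0.00241; 0.25 and 0.0358 with an estimated correlation). Of markers of other cell types, macrophage and leukocyte markers had 1 higher and 2 lower in DMSO and 0 (0 at an unadjusted p under 0.05 in limma) higher and 2 lower in rapamycin (camera adjusted p = 0.804 and 0.172; 0.953 and 0.357 with an estimated correlation), and endothelial markers 2 higher and 1 lower in DMSO and 2 higher and 3 lower in rapamycin (camera adjusted p = 0.983 and 0.94; 0.986 and 0.949 with an estimated correlation).

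Rapamycin changed 766 probe sets upward and 653 downward in both lines, against 97.8 and 97.6 for independent lists, and 30 in opposite directions; the changes correlated at 0.578 across probe sets and were 15.5% smaller in the resistant line by their root mean square. Of 2243 probe sets called in ELT3 alone, 488 had a called difference of responses, and 212 of 1016 called in the resistant line alone. No chromosome of 21 passed in the line difference (camera with an estimated correlation, smallest adjusted p 0.0556 in DMSO and 0.0657 in rapamycin; 3 and 3 had an unadjusted p under 0.05).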
